# Distinct Endothelial Phenotype Associates with Macrophage-Enriched Microenvironments in Triple-Negative Breast Cancer

**DOI:** 10.21203/rs.3.rs-8595402/v1

**Published:** 2026-01-23

**Authors:** L Becerra-Dominguez, L Yu, CH Rivas, S Aguirre, DG Edwards, I Hu, L Wu, T Lee, X Hao, F Liu, Xiang H.-F. Zhang

**Keywords:** Triple-Negative Breast Cancer, Macrophages, Vascular Normalization, Endothelial Cells, Tumor Microenvironment

## Abstract

Triple-negative breast cancer (TNBC) is an aggressive malignancy with limited therapeutic options due to the absence of targetable receptors and pronounced intra-tumoral heterogeneity. Among the various contributors to this heterogeneity, the aberrant tumor vasculature plays a critical role by restricting drug delivery and immune cell infiltration, thereby promoting therapeutic resistance. Using previously established murine TNBC models differing in macrophage abundance, we found marked differences in tumor vasculature between these models. Macrophage-enriched tumors exhibited hallmarks of vascular normalization, including increased pericyte coverage and enhanced lectin-based vessel perfusion compared to macrophage-poor tumors. Single-cell RNA sequencing revealed that endothelial cells from macrophage-enriched tumors upregulated inflammatory and macrophage–monocyte interaction genes, including interferon-γ–responsive pathways, and were enriched for venous-like states. In contrast, non-macrophage-enriched tumors displayed arterial-, lymphatic-, and homeostatic endothelial programs. Analysis of human TNBC single-cell datasets confirmed that endothelial composition and activation state vary with macrophage abundance, with macrophage-enriched tumors exhibiting more immunologically active endothelium. Collectively, these results identify conserved associations between macrophage-enriched microenvironments and vascular states, highlighting coordinated immune–vascular dynamics in TNBC tumors.

## Introduction

Breast cancer (BC) remains a leading cause of cancer-related death among women, with an estimated 42,170 deaths projected in the United States in 2025 [1]. Among all BC subtypes, triple-negative breast cancer (TNBC) is the most aggressive, with a five-year survival rate of only 77% [2]. This poor outcome largely reflects the absence of hormone receptors (ER, PR) and HER2 amplification, thereby limiting the applicability of targeted therapies used in other breast cancer subtypes [3].

Beyond its lack of receptors, increasing evidence shows that TNBC encompasses highly heterogeneous intratumoral microenvironmental states, each differing in immune composition, stromal organization, and therapeutic sensitivity [4–9]. A deeper understanding of TNBC heterogeneity, particularly within the tumor microenvironment (TME), is therefore critical and may uncover new mechanisms for treatment that would improve outcomes for TNBC patients.

Prior work from our group identified murine TNBC models that classify into macrophage-enriched (designated as High-MAC in this study) and neutrophil-enriched but non-macrophage-enriched (designated as Low-MAC) immune microenvironments with distinct responses to therapy [10–12]. While these studies revealed the breadth of immune heterogeneity in TNBC, how such immune states relate to other aspect of the TME, such as vasculature, remains poorly understood.

Vascular dysfunction is a hallmark of cancer [13], limiting drug delivery and immune infiltration and efforts to block angiogenesis directly have achieved limited success, shifting attention to vascular normalization as a therapeutic strategy [14–19]. Yet, whether distinct immune microenvironments in TNBC coincide with different vascular states has not been systematically evaluated. Prior studies have shown bidirectional crosstalk between pericytes, endothelial cells, and immune cell, where changes in vascular normalization can influence immune infiltration and vice versa [20].

Here, we propose that TNBC heterogeneity influences not only immune composition but also the vascular compartment. Specifically, we hypothesize that distinct immune microenvironments, particularly those differing in macrophage abundance are associated with unique vascular states, potentially reflecting differences in vascular normalization, and immune–vascular communication.

Using multiple murine models representing High-MAC and Low-MAC states [10–12], we compared vessel normalization and profiled endothelial cell heterogeneity by single-cell RNA sequencing. We then extended these observations to a large human breast cancer single-cell dataset [21] to determine whether the associations identified in mice are conserved in patients. Together, these studies reveal that vascular states in TNBC vary with immune context, highlighting immune–vascular heterogeneity as an underexplored dimension of tumor biology.

### High-MAC TNBC murine tumors exhibit more pericyte covered vasculature and functionally perfused vasculature than Low-MAC models

To examine how tumor vasculature varies across distinct immune microenvironments in TNBC, we used syngeneic mouse models previously characterized as High-MAC (PyMT-M, T12/11, 67NR) or Low-MAC (PyMT-N, 2208L, 4T1), the latter also displaying higher neutrophil infiltration [10–12]. We paired these tumors based on their oncogenesis mechanisms and genetic background (Table 1). Vasculature staining (CD31 and NG2) was performed ex vivo on fixed tumor sections, while functional perfusion was assessed in vivo using fluorescent lectin labeling prior to sacrifice [22]. Tumors were subsequently analyzed by confocal microscopy to quantify vessel morphology and pericyte coverage across models (Figure 1a).

Confocal imaging revealed striking differences in vessel architecture between High-MAC (PyMT-M, T12) and Low-MAC (PyMT-N, 2208L) tumors (Figure 1b–c). High-MAC tumors displayed more continuous, pericyte-associated vessels, whereas Low-MAC tumors contained fragmented, irregular networks with sparse pericyte coverage. Quantitative analysis confirmed significantly higher pericyte–vessel colocalization in PyMT-M compared with PyMT-N tumors, and in T12 compared with 2208L, with T11 showing partial normalization. These findings indicate that macrophage-enriched TNBC tumors exhibit increased pericyte–vessel association, consistent with a trend toward more normalized vasculature. Interestingly, PyMT-N tumors had significantly higher vessel density compared to PyMT-M, no significant differences in vessel density were observed among the p53-null lines.

To directly assess vascular functionality, we performed lectin perfusion assays in vivo (Figure 1d). Lectin signal was markedly stronger in high-MAC tumors. In 67NR tumors, lectin penetrance and pericyte coverage were higher than in 4T1 tumors, which showed perfusion only at tumor margins. Consistent with this, T12 tumors exhibited significantly more lectin-positive vasculature than 2208L tumors (Figure 1e), further supporting a more functional vasculature in the high macrophage microenvironment.

To determine whether the vascular patterns observed in our murine TNBC models are reflected in human tumors, we analyzed proteomic data from TNBC patients in the CPTAC [23] cohort (Figure 1f). We observed that macrophage markers (CSF1R, CD14) positively correlated with endothelial (CD31), endothelial junction (VE-CAD), and pericyte-associated (PDGFRB) proteins, whereas they showed negative associations with the epithelial marker CDH1 and positive trends with mesenchymal markers such as VIM. In contrast, neutrophil markers (MPO, ELANE) did not show comparable correlations with vascular components. These findings suggest that macrophage abundance in human TNBC is linked to enhanced expression of vascular and mesenchymal-associated proteins, supporting the association between macrophage-enriched TME and vascular normalization status observed in our mouse models.

### Macrophage abundance is associated with distinct endothelial cell states and vascular programs in murine TNBC

To further investigate the vascular differences observed across murine TNBC models, we focused on the PyMT series, in which High-MAC (PyMT-M) and Low-MAC (PyMT-N) tumors exhibited the most pronounced visual contrast. PyMT-M tumors consistently appeared darker and bloodier than PyMT-N tumors, which were paler and less vascularized in appearance [24] (Figure 2a). These macroscopic differences suggested underlying variation in vascular architecture and composition between the two immune contexts. 

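Endothelial cells were isolated from PyMT-M and PyMT-N tumors, sublines of the MMTV-PyMT mouse mammary tumor model that the paper classes as High-MAC and Low-MAC. Dissociated tumors went through red blood cell lysis, depletion of CD45+ and Ter119+ cells, bead selection with antibodies to CD31 and CD144 (the protein of Cdh5) and sorting of CD31+ CD144+ cells. The paper's methods name collagenase II and dispase II for the dissociation, whereas the protocol given with the samples names collagenase I. Cells of 3 tumors were pooled per model before a 10x Genomics 3′ library was made, so there is 1 library per condition and no replicate check of any difference between PyMT-M and PyMT-N. The authors deposited UMI counts per gene and cell barcode from Cell Ranger 8.0.0, without normalization, over 33696 genes. The genome build is not given in the sources used here. The PyMT-M library held 7821 barcodes and 141067264 UMIs, with a median of 18790 UMIs per barcode. The PyMT-N library held 6974 barcodes and 116150425 UMIs, with a median of 15878. The filter in the paper's methods left 5777 PyMT-M cells (73.9%) and 5354 PyMT-N cells (76.8%). These were log-normalized, integrated by reciprocal PCA on 2000 variable genes and clustered by the Louvain algorithm on 30 principal components, as in the methods. The resolution of 0.3 was chosen here. A cluster was called endothelial-like where at least 6 of 12 endothelial markers were detected in at least 25% of its cells, a threshold set after the clusters were seen. Endothelial-like cells were 380 of the kept PyMT-M cells, 6.58% (exact Clopper-Pearson 95% interval 5.95 to 7.25%), and 1310 of the kept PyMT-N cells, 24.5% (23.3 to 25.6%). The other clusters, with 5397 PyMT-M cells (93.4%) and 4044 PyMT-N cells (75.5%), stayed outside although all cells had passed the CD31+ CD144+ sort. Endothelial-like cells held 4104823 UMIs in PyMT-M, with a median of 7625.5 per cell, and 20243738 in PyMT-N, with a median of 13169.5. Counts were summed over these cells in each library and scaled to a common total, as CPM, and compared as the log2 ratio of PyMT-M over PyMT-N. All intervals on shares, CPM and ratios cover counting error only. Among alternatives, dropping the limit around the median gene number moved the PyMT-M endothelial-like share most, to 10.7%.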

To define these differences at the cellular level, we performed single-cell RNA sequencing of ECs isolated [25] from both PyMT tumors (Figure 2b). To confirm the identity of endothelial cells within the single-cell dataset, we visualized the expression of canonical endothelial markers, including Pecam1, Vwf, Cdh5, Esam, and Cd34 [26] (Figure 2c). 

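In the endothelial-like cells, Pecam1 was at 835 CPM in PyMT-M and 920.5 in PyMT-N, against 3.35 and 10.6 in the other cells of the same libraries. Cdh5 was at 645 CPM in PyMT-M and 1013 in PyMT-N, against 4.67 and 4.40 in the other cells. Esam was at 453 CPM in PyMT-M and 606 in PyMT-N, against 1.67 and 2.48 in the other cells, and Cd34 was at 440.5 CPM in PyMT-M and 582 in PyMT-N, against 1.40 and 2.66 in the other cells. Vwf, at 108 CPM in PyMT-M and 486 in PyMT-N, against 0.518 and 2.66 in the other cells, differed most between the libraries of these markers. Ptprc, which encodes CD45, had 3 UMIs in the endothelial-like cells of PyMT-M and 34 in those of PyMT-N, or 0.731 and 1.68 CPM. In the non-endothelial cells Ptprc was at 2.90 and 31.6 CPM after the CD45 depletion.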

UMAP projection showed that ECs from both groups largely overlapped but exhibited distinct local enrichments, indicating transcriptional divergence associated with macrophage abundance. 

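The endothelial-like cells were integrated and clustered again, at the lowest resolution that gave 6 subclusters, since the paper's methods give no resolution. Subcluster numbers run from 0 and are not those of the paper's clusters C0 to C5. Subclusters 0 to 5 held 596, 474, 188, 188, 179 and 65 cells. A subcluster was named where at least 2 of its 10 leading genes by fold were markers of a single class and at least 3 markers of that class were detected in at least 10% of its cells, a rule set after the data were seen. By this rule subcluster 1 was tip-like, subcluster 3 lymphatic-like, subcluster 4 proliferating-like and subcluster 5 venous-like, and subcluster 0 stayed unnamed, with the interferon-induced genes Cxcl9, Cxcl10 and Rsad2 among its leading genes. Subcluster 2 was led by Hmga2, Spp1 and Lgals7, had the tumor markers Krt18 and Krt8 among its 10 leading genes and is called mixed. Krt18 had no UMI in PyMT-M endothelial-like cells, so it marks the PyMT-N cells of this subcluster only. Its cells had a median of 25614.5 UMIs in PyMT-M, against 6999 in the other endothelial-like cells and 23745 in non-endothelial cells of that library. In PyMT-N the corresponding medians were 30748, 12586 and 20778.5. Doublets were not removed, as the paper's methods name no such step, and values without subcluster 2, an alternative chosen after seeing the data, stand beside the main ones for most of the genes and lists compared. Leaving it out moves the log2 ratio (PyMT-M over PyMT-N) from -0.14 to 0.25 for Pecam1, from -0.40 to 0.045 for Cd34, from -0.42 to -0.013 for Esam and from -0.65 to -0.28 for Cdh5.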

Unbiased clustering identified six endothelial subclusters representing distinct vascular states (Figure 2d). Comparison of endothelial subcluster composition between PyMT-M and PyMT-N tumors revealed distinct shifts in vascular cell proportions. PyMT-M vasculature was enriched for clusters C1, C2, C3, and C5, whereas clusters C0 and C4 predominated in PyMT-N tumors (Figure 2e).

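Of the endothelial-like cells sorted as CD31+ CD144+, subcluster 0 took 38.2% (33.3 to 43.3%) of PyMT-M and 34.4% (31.9 to 37.1%) of PyMT-N. The tip-like subcluster 1 took 18.7% (14.9 to 22.97%) of PyMT-M and 30.8% (28.3 to 33.3%) of PyMT-N, and the mixed subcluster 2 took 17.4% (13.7 to 21.6%) of PyMT-M and 9.31% (7.79 to 11.02%) of PyMT-N. The lymphatic-like subcluster 3 held 9 PyMT-M and 179 PyMT-N cells, 2.37% (1.09 to 4.45%) of PyMT-M and 13.7% (11.8 to 15.6%) of PyMT-N. For the proliferating-like subcluster 4 the shares were 19.7% (15.9 to 24.1%) of PyMT-M and 7.94% (6.53 to 9.54%) of PyMT-N, and for the venous-like subcluster 5 they were 3.68% (2.03 to 6.10%) of PyMT-M and 3.89% (2.91 to 5.09%) of PyMT-N. Because genes that differ between the libraries also shape the clusters, the cells were clustered again without the 13165 of 20862 genes whose log2 ratio exceeded 0.5 in size. The tip-like share was then 16.8% and 23.7% in PyMT-M and PyMT-N, the proliferating-like share 22.6% and 10.2%, the lymphatic-like share 2.37% and 13.9%, the venous-like share 21.8% and 14.6% and the mixed share 17.1% and 9.31%. Without the limit around the median gene number the mixed share was 7.66% and 9.87%, in the reverse order. Clustered without integration, the cells gave a subcluster of 80 cells, all from PyMT-M, and a subcluster of 117 cells, all from PyMT-N. The first was led by Rhox5, Kcnq5 and Gm30835 and the second by Ibsp, Dmp1 and Krt18. With medians of 25738 and 30552 UMIs and median Scrublet doublet scores of 0.268 and 0.313, both resemble the mixed subcluster in depth. A further subcluster, of 36 PyMT-M and 47 PyMT-N cells, was led by Col1a2, Spon1 and Col1a1, so without integration the endothelial-like class took in cells led by fibroblast genes. From the shares of its own clusters the paper states that vascular cell proportions shifted between PyMT-M and PyMT-N tumors.

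**Figure D1:**
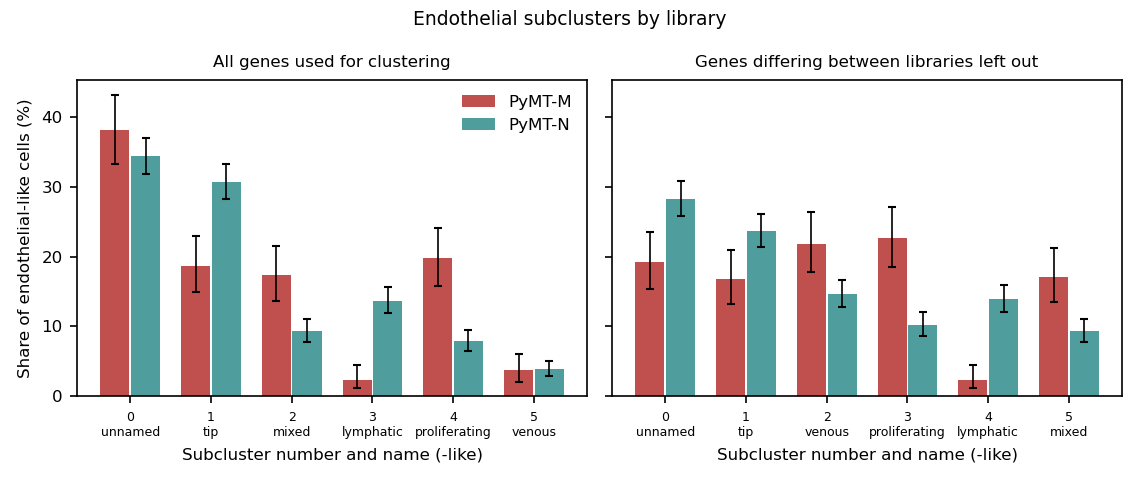
Share of the endothelial-like cells of each library (y axis, percent) in each endothelial subcluster (x axis), as clustered in the main analysis and without the genes that differ between the libraries. Bars start at 0 and error bars are exact 95% intervals that cover counting error only. The lymphatic-like share is lower in PyMT-M and the proliferating-like share higher in both panels, whereas the venous-like shares are close in the main clustering and apart in the other.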

To better understand the biology underlying different clusters, we re-performed the clustering analysis using prior knowledge of canonical marker genes of different endothelial cell subtypes. This analysis revealed transcriptional programs corresponding to arterial, capillary, venous, and lymphatic [27–29] (Figure f-g). 

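Summed over a list of markers per vessel type and over the cells of both libraries, arterial markers (Gja5, Gja4, Hey1, Efnb2, Sox17, Bmx, Sema3g, Fbln5, Dll4 and Jag1) were highest in the tip-like subcluster, at 1041 CPM, and lowest in the mixed subcluster, at 269 CPM. In PyMT-M alone the lymphatic-like subcluster, with 9 cells, was above the tip-like one, at 716 against 621 CPM, and in PyMT-N alone the lowest was the lymphatic-like one, at 317 CPM. Capillary markers (Gpihbp1, Cd300lg, Car4, Rgcc, Cd36, Fabp4 and Timp4) ran from 145 CPM in the lymphatic-like subcluster to 4817 CPM in the venous-like subcluster. In the main clustering no subcluster met the naming rule for arterial or capillary markers. With called doublets removed, subcluster 0 met it for arterial markers, with 37.1% (32.2 to 42.2%) of PyMT-M and 34.3% (31.6 to 37.05%) of PyMT-N. Venous markers (Nr2f2, Ackr1, Selp, Sele, Ephb4, Vwf, Vcam1 and Lrg1) were at 4386 CPM in the venous-like subcluster and at most 1549 CPM elsewhere. Lymphatic markers (Prox1, Lyve1, Pdpn, Flt4, Ccl21a, Mmrn1 and Reln) were at 16969.8 CPM in the lymphatic-like subcluster and at most 754 CPM elsewhere. The venous and lymphatic values describe how those subclusters were named and are not a separate result.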

Comparison of EC subtype proportions across PyMT-M and PyMT-N tumors demonstrated marked compositional differences (Figure 2h). 

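The share of lymphatic-like cells differed by -11.3 percentage points (PyMT-M minus PyMT-N, -13.7 to -8.54), and that of venous-like cells by -0.209 points (-2.25 to 2.40), which is within counting error. The venous-like difference depended on the clustering. It was 7.26 points (2.73 to 12.1) without the differing genes and 7.92 points without the limit around the median gene number. In these clusterings the venous-like subcluster held 274 and 177 cells, against 65 in the main one. Both had the arterial marker Gja5 among their 10 leading genes. All 8 venous markers were among the differing genes and took no part in the clustering without them. Vessel type was also taken per cell, from the marker list with the highest module score, which gives a range and not a type. Arterial scores were highest in 16.3% (12.7 to 20.4%) of PyMT-M and 28.6% (26.2 to 31.2%) of PyMT-N endothelial-like cells, and capillary scores in 70.3% (65.4 to 74.8%) of PyMT-M and 36.4% (33.8 to 39.1%) of PyMT-N endothelial-like cells. Venous scores were highest in 10.3% (7.40 to 13.8%) of PyMT-M and 19.01% (16.9 to 21.2%) of PyMT-N endothelial-like cells, opposite in direction to the clustering without differing genes, and lymphatic scores in 3.16% (1.64 to 5.45%) of PyMT-M and 15.95% (14.01 to 18.1%) of PyMT-N endothelial-like cells. The highest score was within 0.1 of the next in 74 PyMT-M cells (19.5%) and 398 PyMT-N cells (30.4%). Over the cells assigned as venous the median scores were 0.159 for venous, -0.133 for arterial, -0.215 for capillary and -0.279 for lymphatic markers. Over those assigned as arterial they were 0.134 for arterial and -0.119 for capillary markers, and over those assigned as capillary 0.295 for capillary and -0.0415 for arterial markers. Cells assigned as lymphatic had a median of 1.68 for lymphatic and -0.0223 for venous markers. Without use of the subclusters, arterial marker UMIs summed over all endothelial-like cells were at 348 CPM in PyMT-M and 658 in PyMT-N, a log2 ratio of -0.92 (-0.996 to -0.84). Capillary markers were at 3436 CPM in PyMT-M and 2349 in PyMT-N, a log2 ratio of 0.55 (0.52 to 0.58). Venous markers were at 493 CPM in PyMT-M and 1169.7 in PyMT-N, a log2 ratio of -1.25 (-1.31 to -1.18), and lymphatic markers at 104 CPM in PyMT-M and 2234 in PyMT-N, a log2 ratio of -4.42 (-4.57 to -4.29). All 10 arterial and all 7 lymphatic markers were lower in PyMT-M, Gja5 within counting error, whereas venous and capillary markers went both ways. Leaving out the mixed subcluster put 2 of the arterial markers, Gja5 and Gja4, slightly above 0. Of the 8 venous markers 4 were higher in PyMT-M, with log2 ratios of 1.33 (Sele), 1.20 (Vcam1), 0.98 (Selp) and 0.62 (Ackr1), and 4 were lower, with -2.16 (Vwf), -1.59 (Lrg1), -1.31 (Ephb4) and -0.90 (Nr2f2). Vwf and Lrg1 made up 74.1% of the venous marker UMIs in PyMT-N, so the sum follows these genes. The other sums also rest on few genes in PyMT-N. Gpihbp1 and Fabp4 made up 84.6% of the capillary, Ccl21a and Flt4 80.6% of the lymphatic, and Dll4 and Efnb2 54.8% of the arterial UMIs. Gpihbp1 had a log2 ratio of -0.13 and Fabp4 of 0.999, so the higher capillary sum leans on Fabp4. Of the capillary markers 4 were higher and 3 lower. Without the mixed subcluster the ratios were -0.53 (arterial), 0.97 (capillary), -0.88 (venous) and -4.08 (lymphatic). These sums depend on which cells count as endothelial. With endothelial cells defined per cell the capillary ratio was -0.35 and the arterial one -1.85.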

PyMT-M (High-MAC) tumors were enriched for venous and capillary ECs, whereas PyMT-N (Low-MAC) tumors contained higher fractions of arterial and lymphatic ECs. The relative depletion of lymphatic endothelium in PyMT-M tumors may exacerbate intravascular accumulation of blood, as impaired lymphatic drainage limits fluid clearance from leaky vessels [30]. PyMT-M tumors favor vascular states associated with stabilization (venous), while PyMT-N tumors are skewed toward immature, sprouting arterial-like programs (arteries). These findings suggest that High- and Low-MAC TNBC microenvironments are associated with distinct endothelial ecosystems, potentially reflecting differences in vessel stabilization, maturation, and type of immune trafficking.

### Endothelial cells in High-MAC TNBC tumors exhibit inflammatory and interferon-associated transcriptional programs

To assess how these transcriptional states were distributed among endothelial subclusters, we analyzed hallmark pathway enrichment across the six EC populations identified previously. PyMT-M vasculature was enriched for clusters C1, C2, C3, and C5, whereas clusters C0 and C4 predominated in PyMT-N tumors. Clusters 1 displayed PI3K-AKT-MTOR SIGNALING, apical junction and epithelial to mesenchymal transition suggesting actively remodeling. 

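Short gene lists, written from general knowledge before the data were examined, stand in for the Hallmark sets, which were not used here. The lists were summed over their genes in each subcluster of each library, since the subclusters draw unequal parts of their UMIs from PyMT-M. In PyMT-M the interferon gamma list was at 13079 CPM in the tip-like subcluster, 12804 in subcluster 0, 8859 in the proliferating-like and 5864 in the mixed subcluster. In PyMT-N the same subclusters were at 5258, 6660.3, 4822 and 4253 CPM, and the venous-like subcluster was highest, at 7786 CPM. The tip-like subcluster, highest in PyMT-M, was below subcluster 0 and the lymphatic-like one (6000 CPM) in PyMT-N. In PyMT-M the venous-like one, at 9773 CPM, was below the tip-like one, subcluster 0 and the lymphatic-like one (11242 CPM). Apart from this exchange the order was the same in both libraries, with the mixed subcluster lowest. The interferon alpha/beta list was highest in the lymphatic-like subcluster and lowest in the mixed one in both libraries, at 9153 and 3385 CPM in PyMT-M and 3850.4 and 1625 in PyMT-N. Between the libraries, the median log2 ratio of the interferon alpha/beta list was 1.06 within subcluster 0, 1.39 within the tip-like, 1.34 within the proliferating-like and 0.63 within the mixed subcluster. For the interferon gamma list the same medians were 1.03, 1.33, 1.10 and 0.36. The lymphatic-like and venous-like subclusters held only 9 and 14 PyMT-M cells, with interferon gamma medians of 0.79 and 0.37.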

Cluster 2 and 3 displayed interferon-high and inflammatory signaling, indicating heightened immune communication within the vascular niche. Cluster 5 showed enrichment for apoptosis, potentially reflecting hemorrhagic features, in line with the bloody phenotype observed in PyMT-M tumors. 

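Apoptosis genes (a list of 13, with Bax and Cdkn1a among them) summed over both libraries to 927 CPM in the tip-like subcluster, the highest of the 6, and 506 CPM in the venous-like subcluster, the lowest, and these were the highest and the lowest in each library too. Over all endothelial-like cells the list had a median log2 ratio of 0.30 between PyMT-M and PyMT-N, at percentile 95.6 of the random lists (10000 lists of the same size matched on mean expression), and of 0.12 without the mixed subcluster, at percentile 82.8 of the random lists. The highest ratios were those of Gadd45b (1.01), Fas (0.82) and Cdkn1a (0.80) and the lowest those of Tnfrsf10b (-0.37), Bcl2l11 (-0.75) and Pmaip1 (-3.56). Pmaip1 rests on 6 UMIs in PyMT-M.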

Cluster 0 exhibited an angiogenic–glycolytic signature and Cluster 4 was defined by apical junction and TNFA signaling via NFKB, representing also a pro-inflammatory yet barrier-modulating endothelial population (Figure 3a). Together, these findings indicate that macrophage-enriched TNBC tumors harbor endothelial populations transcriptionally primed for immune communication and cytokine responsiveness, whereas non-macrophage-enriched tumors maintain endothelial programs oriented toward structural maintenance and angiogenic remodeling.

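Summed over the cells of both libraries, angiogenesis genes were at 11595 CPM in the tip-like subcluster, 9723 in subcluster 0, 7416 in the proliferating-like, 5988 in the venous-like, 3538 in the mixed and 2554 in the lymphatic-like subcluster. In PyMT-M alone the venous-like subcluster was above the proliferating-like one (6380.1 and 6205 CPM). Glycolysis genes were highest in the mixed subcluster, at 6943 CPM, and lowest in the lymphatic-like subcluster, at 2651 CPM, with 4832 CPM in the tip-like subcluster and 4783 CPM in subcluster 0. Junction genes ran from 4559 CPM in the mixed to 11322 CPM in the tip-like subcluster. The TNF and NF-kB list was highest in the venous-like subcluster, at 3096 CPM, followed by 2257 CPM in the tip-like subcluster, and lowest in the proliferating-like, at 1519.5 CPM. In PyMT-M alone it was highest in the 9 lymphatic-like cells, at 4238 CPM, followed by the tip-like subcluster, at 2907 CPM.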

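Between the libraries, the angiogenesis list (15 genes) had a median log2 ratio of -0.32, at percentile 9.67 of the random lists. Without the mixed subcluster it was 0.14, at percentile 85.8 of the random lists, so that its direction rested on that subcluster. The members Apln (1.37), Pgf (0.73) and Angpt2 (0.45) were the highest and Col4a1 (-0.82), Nrp1 (-0.96) and Col4a2 (-1.004) the lowest.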

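The files list the genes by symbol and Ensembl identifier (Bst2 ENSMUSG00000046718, Ifi27l2a ENSMUSG00000079017, Lgals3 ENSMUSG00000050335, Ccl2 ENSMUSG00000035385, Hsp90aa1 ENSMUSG00000021270, Vwf ENSMUSG00000001930, Sparcl1 ENSMUSG00000029309, Fn1 ENSMUSG00000026193 and Col4a2 ENSMUSG00000031503). Log2 ratios of the summed endothelial-like counts (PyMT-M over PyMT-N) are given with their exact 95% Poisson interval. The median over all ranked genes, those with at least 200 UMIs over both libraries, was -0.10. Bst2 was at 1545 in PyMT-M and 636 in PyMT-N, in CPM, a log2 ratio of 1.28 (1.24 to 1.32), and Ifi27l2a at 326 in PyMT-M and 111 in PyMT-N, a ratio of 1.55 (1.45 to 1.65). The ratio of Ifi27l2a was 4.31 without the lymphatic-like subcluster, 4.03 within subclusters and 0.39 with endothelial cells defined per cell. Hsp90aa1, at 655 in PyMT-M and 309 in PyMT-N, had a ratio of 1.09 (1.02 to 1.15). Ccl2 was at 244 in PyMT-M and 9.44 in PyMT-N, a ratio of 4.69 (4.47 to 4.92), and Lgals3 at 467 in PyMT-M and 25.3 in PyMT-N, a ratio of 4.20 (4.06 to 4.35). Without the mixed subcluster these ratios were 1.39 for Bst2, 1.23 for Ifi27l2a, 0.81 for Hsp90aa1, 3.70 for Ccl2 and 2.58 for Lgals3. In the non-endothelial cells of PyMT-M, Lgals3 was at 1233 CPM and Ccl2 at 488 CPM. Outside the mixed subcluster, Lgals3 was at 72.04 CPM in PyMT-M endothelial-like cells, 5.95% of its level in all kept cells, which is within the range of markers that endothelial cells lack (1.78 to 8.09%). In PyMT-N it was at 10.6%, above that range there (0.725 to 2.60%). Vwf had a ratio of -2.16 (-2.31 to -2.03). Sparcl1 was at 444 in PyMT-M and 922 in PyMT-N, a ratio of -1.06 (-1.13 to -0.99), and Col4a2 at 936 in PyMT-M and 1876 in PyMT-N, a ratio of -1.004 (-1.05 to -0.96). Fn1, at 149 in PyMT-M and 1116 in PyMT-N, had a ratio of -2.90 (-3.02 to -2.79), and was at 4827 CPM in the non-endothelial cells of PyMT-N. Without the mixed subcluster the ratios were -1.82 for Vwf, -0.66 for Sparcl1, -0.64 for Col4a2 and -1.39 for Fn1. A list of 9 monocyte recruitment and adhesion genes had a median log2 ratio of 1.33, at percentile 99.99 of the random lists, and of 2.08 without the mixed subcluster. Its highest members were Ccl7 (7.80, counting interval 6.23 to 10.10, on 3 UMIs in PyMT-N), Ccl2 and Csf1 (2.25), and its lowest Icam1 (1.24), Vcam1 (1.20) and Selp (0.98). The basement membrane and matrix list (15 genes) had a median of -0.67, at percentile 0.04 of the random lists, and of -0.42 without the mixed subcluster. Lamb2 (0.17), Lama5 (-0.19) and Col15a1 (-0.30) were highest, and Fn1, Sparcl1 and Lamb1 (-1.03) lowest. Among the ranked genes, the highest ratios of those with at least 10 UMIs in the lower library were those of Kcnq5 (7.15), Tpm2 (6.95), Rhox5 (6.94), Fosl1 (5.20) and Phgdh (5.03), with 93.2 to 97.4% of their PyMT-M UMIs in the mixed subcluster. The lowest were those of Ccl21a (-6.75), 2610307P16Rik (-5.10), Ptn (-4.28), Pdpn (-3.98) and Mmrn1 (-3.94), of which Ccl21a, Pdpn and Mmrn1 are lymphatic markers.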

Differential expression analysis revealed that PyMT-M ECs upregulated genes associated with inflammation linked to monocyte and macrophage recruitment including *Bst2*, Ifi27l2a, Lgals3, Ccl2 and Hsp90aa1 [31–35], whereas PyMT-N ECs expressed higher levels of structural and vessel identity genes such as Vwf, Sparcl1, Fn1, and Col4a2 [36–37]. 

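Col6a1 was at 217 in PyMT-M and 40.7 in PyMT-N, in CPM, a log2 ratio of 2.42 (2.28 to 2.56), Aebp1 at 167 in PyMT-M and 58.2 in PyMT-N, a ratio of 1.52 (1.39 to 1.66), and Emp3 at 438 in PyMT-M and 143 in PyMT-N, a ratio of 1.62 (1.53 to 1.70). Col6a1 fell to 16.3 CPM in PyMT-M and 3.28 in PyMT-N without the mixed subcluster, a ratio of 2.32, and was at 575 and 310.4 CPM in the non-endothelial cells. Its remaining PyMT-M level is 2.90% of that in all kept cells, also within the range of markers that endothelial cells lack. Over the alternatives its ratio ranged from 1.002, without integration, where the class took in the cells led by Col1a2, to 5.39, with endothelial cells defined per cell, where 119 of 436 PyMT-M cells came from a non-endothelial cluster. Aebp1 had a ratio of 1.09 and Emp3 of 1.62 without the mixed subcluster. Robo1, at 23.4 in PyMT-M and 258 in PyMT-N, had a ratio of -3.46 (-3.77 to -3.17), and Sema6a, at 66.8 in PyMT-M and 305 in PyMT-N, of -2.19 (-2.37 to -2.02). These became -2.90 and -1.75 without the mixed subcluster. The axon guidance list (18 of its 19 genes) had a median of -0.95, below all 10000 random lists. Its highest members were Epha4 (0.87), Plxna2 (0.12) and Ntn1 (-0.093). Its lowest were Sema6a, Robo1 and Slit2, the last with no UMI in PyMT-M and 283 in PyMT-N, which makes it at least 19.1-fold lower in PyMT-M.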

Additional PyMT-M–enriched genes, including Col6a1, Aebp1, Emp3 [38–39], reflected matrix remodeling, metabolic activation, and angiogenic signaling, while PyMT-N ECs expressed genes tied to endothelial remodeling and contractile apparatus such as Robo1 and Sema6a [40–41] (Figure 3b).

Gene set enrichment analysis (GSEA) using MSigDB Hallmark pathways identified broad activation of immune and stress response programs in PyMT-M ECs, including interferon-α and interferon-γ responses, inflammatory signaling (IL6–JAK–STAT3, IL2–STAT5), and TNF–NFκB signaling (Figure 3c). These cells also displayed enrichment of E2F and MYC target gene sets, G2M checkpoint, and mTORC1 signaling, reflecting proliferative and metabolically active endothelium. In contrast, structural and junctional pathways such as Apical Junction were relatively suppressed and KRAS signaling.

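GSEA on the Hallmark collection was not repeated. In its place, the median log2 ratio of each list written for this work is set against 10000 random lists matched on expression, over genes with at least 50 UMIs in both libraries together. This describes these libraries and is no test between conditions. The interferon alpha/beta list (30 of its 30 genes) had a median of 0.98, and the interferon gamma list (41 of its 45 genes) of 0.83. Both were above all 10000 random lists. Without the mixed subcluster the medians were 1.14 and 1.09. Of the alternatives, endothelial cells defined per cell moved these lists most, to 0.17 and 0.17. In that set 119 of 436 PyMT-M cells and none of the 1005 PyMT-N cells came from a non-endothelial cluster. Its values thus do not describe endothelial cells alone. In the interferon gamma list Cxcl9 (1.58), Cxcl11 (1.57) and Cxcl10 (1.55) were highest and Irf8 (0.11), Irf1 (-0.15) and Serping1 (-0.66) lowest. The TNF and NF-kB list (24 of its 26 genes) had a median of -0.076, at percentile 55.2 of the random lists. With the median of all ranked genes set to 0 it was 0.026, and without the mixed subcluster 0.27, at percentile 99.6 of the random lists. Ccl2, Ier3 (1.36) and Sele (1.33) were its highest members. Fos (-0.55), Bcl3 (-0.77) and Ptgs2 were its lowest, Ptgs2 with no UMI in PyMT-M and 184 in PyMT-N, at least 12.4-fold lower against 3 counts over the library. The dissociation and heat-shock stress list (19 genes) had a median of 0.32, at percentile 99.1 of the random lists, and of 0.51 without the mixed subcluster. Hsph1 (1.36), Hsp90aa1 and Hspa8 (0.95) were highest and Ier2 (-0.64), Hspa1a (-0.88) and Hspa1b (-1.12) lowest. Hspa1a and Hspa1b are near-identical copies between which reads could be split.

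**Figure D2:**
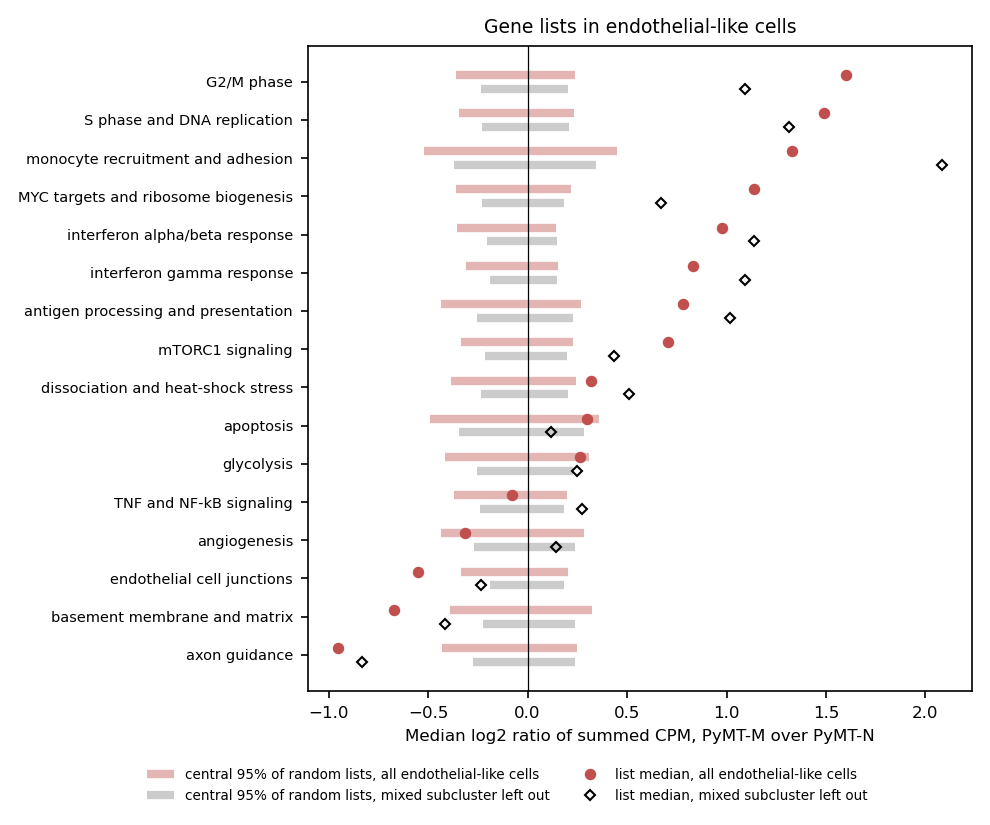
Median log2 ratio (x axis, PyMT-M over PyMT-N, endothelial-like cells) of each gene list reported except hemoglobin (y axis). Red dots are all endothelial-like cells, open diamonds leave out the mixed subcluster, and the bar behind each spans the central 95% of random lists drawn for the same cells. The interferon, antigen presentation, S phase, G2/M and ribosome biogenesis medians lie above their bars with and without the mixed subcluster, and the junction and axon guidance medians below them.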

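The S phase and DNA replication list (22 of its 22 genes) had a median log2 ratio of 1.49, the G2/M list (23 genes) of 1.60, the MYC and ribosome biogenesis list (23 genes) of 1.14 and the mTORC1 list (24 of its 25 genes) of 0.71, each above all random lists. Without the mixed subcluster they were 1.31, 1.09, 0.67 and 0.44. In the G2/M list Ube2c (2.20), Ccnb1 (1.98) and Aurkb (1.97) were highest and Nusap1 (1.06), Ccnb2 (0.98) and Mki67 (0.68) lowest. In the mTORC1 list Phgdh, Psat1 (2.99) and Asns (2.29) were highest and Slc3a2 (0.15), Hmgcs1 (-0.16) and Ddit4 (-1.34) lowest. Within the proliferating-like subcluster, whose share was higher in PyMT-M, the G2/M median was -0.18. In the non-endothelial cells it was 2.70. The glycolysis list (15 genes) had a median of 0.26, at percentile 95.7 of the random lists, and of 0.25, at percentile 98.3 of the random lists, without the mixed subcluster, with Tpi1 (1.17), Ldha (1.10) and Gapdh (1.06) highest and Slc2a1 (-0.34), Hk1 (-0.42) and Pfkfb3 (-0.45) lowest.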

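The endothelial junction list (26 of its 28 genes) had a median log2 ratio of -0.55, at percentile 0.01 of the random lists. Of these, 23 were lower and 3 higher in PyMT-M (22 and 4 with the median of all ranked genes set to 0), with Magi1 (-1.29), Cgnl1 (-1.47) and Jup (-1.59) lowest and Amotl2 (0.71), Jam2 (0.34) and Actn4 (0.13) highest. Leaving out the mixed subcluster gave -0.24, at percentile 0.710 of the random lists.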

Complementary GO-based enrichment further supported this pattern, PyMT-M tumors promote an immune-stimulated, biosynthetically active endothelial phenotype, whereas non-macrophage-enriched PyMT-N tumors sustain a structurally organized and quiescent vasculature phenotype. 

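All 30 genes of the interferon alpha/beta list, which include Ifit, Oas and Mx genes, had log2 ratios above 0 in the endothelial-like cells of PyMT-M. Redrawing the counts 1000 times from Poisson distributions gave medians of 0.88 to 1.06 (central 95%). Oas3 (3.32), Oas2 (2.71) and Lgals3bp (1.68) were highest and Trim25 (0.33), Parp14 (0.26) and Rigi (0.21) lowest. Ifit3 and Ifit3b are near-identical copies between which reads could be split. Without Bst2 and Ifi27l2a, which the paper names from these libraries, the median was 0.86. Averaged within subclusters it was 1.18. In the non-endothelial cells of the same libraries the list had a median of 0.73.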

Upregulated pathways included response to interferon-β, innate immune response, defense response to symbiont, and response to external biotic stimulus, reflecting strong activation of antiviral and cytokine-mediated signaling, identifying upregulation of innate and antiviral immune responses, including response to interferon-β, defense response to virus, and regulation of viral replication (Figure 3d).

Additionally, GSEA of KEGG pathways revealed that endothelial cells from PyMT-M tumors were enriched for pathways associated with viral infection, immune activation, and cell-cycle regulation, including hepatitis C, Epstein–Barr virus infection, herpes simplex virus 1 infection, measles, influenza A, coronavirus disease (COVID-19), and antigen processing and presentation. Many of these pathways share components of innate immune and interferon signaling, highlighting broad antiviral and inflammatory activation in macrophage-enriched vasculature. 

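The antigen processing and presentation list (16 of its 18 genes) had a median log2 ratio of 0.78, above all 10000 random lists, and all 16 genes were higher in PyMT-M. Psmb9 (1.41), H2-Q7 (1.16) and Cd74 (1.10) were highest and Psme1 (0.19), Tap2 (0.18) and H2-Q4 (0.084) lowest. H2-K1, H2-D1, H2-Q4, H2-Q7 and H2-T23 are near-identical relatives whose reads could be split, and Cd74 rests on 40 UMIs in PyMT-M. Without the mixed subcluster the median was 1.02. In the non-endothelial cells it was -0.23. The viral infection terms of KEGG have no list here.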

Additional upregulated pathways, such as NOD-like receptor signaling, DNA replication, ribosome biogenesis, and cysteine and methionine metabolism, suggest increased proliferation, biosynthetic activity, and metabolic reprogramming in response to stress and inflammation (Figure 3e). Together, these findings indicate that macrophage-enriched tumors promote transcriptional reprogramming of endothelial cells toward a pro-inflammatory and proliferative state, whereas non-macrophage-enriched tumors maintain a more homeostatic endothelial signature.

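In the S phase and DNA replication list, Gins2 (1.92), Uhrf1 (1.91) and Prim1 (1.87) had the highest log2 ratios and Rrm1 (0.87), Slbp (0.76) and Tyms (0.46) the lowest. In the MYC and ribosome biogenesis list, Nop2 (1.90), Rrp9 (1.58) and Dkc1 (1.47) were highest and Ddx18 (0.73), Ddx21 (0.63) and Pes1 (0.29) lowest. Within the proliferating-like subcluster the S phase median was 0.36 and the ribosome biogenesis median 0.42. Within subcluster 0 they were 1.15 and 0.55. Both lists were also higher in the non-endothelial cells of PyMT-M, with medians of 2.14 and 1.45. No list was written for NOD-like receptor signaling or for cysteine and methionine metabolism.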

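Each of the 14 genes that the paper names as higher or lower in PyMT-M had a log2 ratio in the direction it gives, 8 higher and 6 lower, in the main analysis and under the 13 alternatives run for them. The paper chose these genes from the same libraries, so this is no independent evidence. From the enriched pathways and these genes, the paper concludes that macrophage-enriched tumors promote a pro-inflammatory and proliferative state of endothelial cells, and that the other tumors maintain a more homeostatic one.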

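A score per cell was computed with AddModuleScore on the interferon gamma list written for this work, not on the Hallmark set. The median score was 0.176 over 380 PyMT-M cells (SD over cells 0.196) and -0.0245 over 1310 PyMT-N cells (SD 0.172), a difference of 0.200. The paper tested its scores with cells as replicates. With 1 library per condition no test was made here. To remove the difference in depth, each cell was thinned to 5300 UMIs, which left out 37 PyMT-M and 24 PyMT-N cells as too shallow. The medians were then 0.188 and -0.00385, a difference of 0.192. Over the alternatives the difference ranged from 0.139, with endothelial cells defined per cell, to 0.231, without the mixed subcluster.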

Consistent with these signatures and in line with our previous publication [20] demonstrating a connection between interferon-γ signaling and vascular normalization, ECs from PyMT-M tumors displayed significantly higher interferon-γ response scores compared with PyMT-N ECs (Figure 3d–e), confirming transcriptional activation of immune-responsive programs at the single-cell level.

### Human TNBC recapitulates macrophage-associated vascular heterogeneity observed in murine models

To extend our findings from murine TNBC models to human disease, we analyzed an integrated scRNA-seq atlas of the breast TME constructed from eight publicly available datasets [21] (Figure 4a). Endothelial cells formed a distinct transcriptional cluster, underscoring the presence of a well-defined vascular compartment within the human breast cancer TME. This integrated atlas provided the foundation to investigate how macrophage abundance and immune context potentially shape endothelial heterogeneity in human TNBC. (Figure 4b).

We first examined how vascular populations vary across all clinical subtypes. Endothelial cells were present in tumors from all major subtypes: hormone receptor–positive (HR+), HER2+, and triple-negative breast cancer (TNBC) (Figure 4c, left). Unsupervised clustering revealed seven transcriptionally distinct endothelial subclusters (Figure 4c, right). When stratified by clinical subtype, endothelial subcluster composition varied modestly across HER2+, HR+, and TNBC tumors (Figure 4d). These results indicate that endothelial cell heterogeneity is a conserved feature of human breast cancer.

To assess immune heterogeneity within the human TNBC cohort, we quantified macrophage representation per patient based on normalized single cell counts (Figure 4e). Macrophage abundance varied substantially across tumors, with some cases displaying a high proportion of macrophages among all tumor-infiltrating cells, while others exhibited sparse macrophage infiltration. This variation provided a rationale to stratify TNBC patients into High-MAC and Low-MAC groups, mirroring the immune states defined in our murine models. These groups were subsequently used to explore how immune composition associates with endothelial heterogeneity and vascular phenotypes in human TNBC.

We next examined whether endothelial composition varies with macrophage infiltration in human TNBC. Patients stratified into High-MAC and Low-MAC groups showed clear differences in endothelial subcluster distribution (Figure 4f). High-MAC tumors were enriched in subclusters 1, 2, and 5, whereas Low-MAC tumors contained higher proportions of subclusters 0 and 4; and subclusters 3 and 6 were comparably represented across both groups. The most striking observation emerged when comparing the variation in endothelial composition across macrophage groups. The variation in endothelial composition between macrophage groups was substantially greater than that observed across clinical subtypes, underscoring immune context, rather than tumor intrinsic subtype, as a dominant driver of endothelial heterogeneity in TNBC. These results support a conserved association between macrophage abundance and vascular heterogeneity across both mouse and human tumors.

### High-MAC human TNBC tumors exhibit endothelial activation marked by immune signaling and extracellular matrix remodeling but correlates with less T cell infiltration

To better define the phenotype of each endothelial subcluster in human TNBC tumors, we performed Hallmark pathway enrichment analysis across the seven endothelial populations identified previously. Clusters 0 and 4, predominant in Low-MAC tumors, exhibited stress-adaptive, barrier-stabilizing, yet immune-responsive endothelial programs, suggesting maintenance of vascular integrity under mild inflammatory stress. In contrast, clusters 1, 2, and 5, enriched in high-MAC tumors, displayed transcriptional hallmarks of angiogenic activation, metabolic engagement, inflammation, and vascular remodeling, consistent with a more reactive and remodeling-prone vasculature (Figure 5a).

Differential expression analysis of endothelial cells from High- versus Low-MAC TNBC tumors revealed distinct transcriptional programs (Figure 5b). Endothelial cells from High-MAC tumors upregulated genes linked to immune activation and interferon signaling (*CXCL11, ISG20, IFI6 and ISG15*) [42–45], consistent with our mouse data. Several extracellular matrix–associated genes, including *FN1* (*Fibro*necti*n*), CCN1, TGM2 [46–48] were also elevated, indicating active vascular remodeling. High-MAC ECs also showed mitochondrial components (ATP5PF, ATP5F1E, MTCO2P12) [49–50] suggesting a metabolically engaged phenotype.

Conversely, ECs from Low-MAC tumors showed increased expression of mitochondrial oxidative-phosphorylation and ATP synthase complex genes (*MT-CO2, MT-ND3, ATP5G2, ATP5A1, ATP5B, ATP5D, ATP5E, ATP5L, ATP5F1, MT-ATP8, MT-ND4L)* [49–51], genes involved in protein synthesis and ribosome structure *(EF2, RPS28, RPL37, H2AFZ)* [52–54]. They also show higher structural adhesion molecules along with angiogenic mediators expression (*BCAM, SCARB1, SEPT2, SEPT7, PTRF (Cavin1), GNB2L1 (RACK1))* [55–60]. These transcriptional patterns suggest that endothelial cells in non-macrophage-enriched tumors adopt a more oxidative phosphorylation driven, protein-synthetic, and junctional stable state, whereas macrophage-enriched tumors promote an inflamed, remodeling endothelium characterized by interferon-stimulated and matrix-interactive phenotypes, likely relying more heavily on glycolytic metabolism.

Hallmark pathway analysis revealed that ECs from High-MAC tumors exhibited broad activation of inflammatory and stress-response programs. Upregulated pathways included TNFα signaling via NFκB, inflammatory response, and interferon-α/γ responses, consistent with an immune-activated and cytokine-responsive endothelium. Concurrent enrichment of hypoxia, KRAS signaling, and epithelial–mesenchymal transition (EMT) pathways indicated metabolic reprogramming and endothelial plasticity, reflecting an adaptive response to the hypoxic and inflammatory tumor microenvironment (Figure 5c).

Gene Ontology (GO) enrichment analysis revealed distinct functional specialization between endothelial cells from High- and Low-MAC tumors. High-MAC ECs upregulated pathways related to immune activation, vascular remodeling, and intercellular communication, including regulation of immune response, angiogenesis, blood vessel morphogenesis, and transforming growth factor β (TGF-β) signaling. These programs reflect an inflammatory and remodeling-prone vascular phenotype, likely shaped by paracrine cues from macrophage-enriched tumor microenvironments. In contrast, Low-MAC ECs showed enrichment of ribosomal biogenesis, ribonucleoprotein complex formation, and metal ion response pathways, indicative of a translationally active. Together, these findings suggest that macrophage abundance associates to a shift toward a pro-inflammatory, angiogenic, and stress-adaptive phenotype in tumor vasculature. (Figure 5d).

Additionally, KEGG pathway analysis revealed distinct metabolic adaptations between both groups. High-MAC ECs upregulated oxidative phosphorylation and thermogenesis, indicating increased mitochondrial activity and energy expenditure, consistent with an activated, immune responsive vasculature. Conversely, Low-MAC ECs showed enrichment of ribosome and aminoacyl-tRNA biosynthesis pathways, reflecting enhanced translational capacity and protein synthesis characteristic of a more engaged in maintenance rather than inflammatory activation (Figure 5e).

To examine how macrophage heterogeneity shapes the broader immune landscape, we compared immune and stromal cell composition between High- and Low-MAC TNBC patient groups (Figure 5f). Low-MAC tumors exhibited significantly higher proportions of CD4^+^ T cells and a trend toward increased CD8^+^ T cells, suggesting greater lymphocytic infiltration in these tumors. In contrast, High-MAC tumors contained elevated frequencies of monocytes, consistent with a myeloid-enriched microenvironment. TAM have shown that can physically and molecularly restrict T-cell infiltration which could explain this phenotype [61]. These results indicate that macrophage-enriched TNBC tumors are associated with myeloid-dominant immune contexts, whereas non-macrophage-enriched tumors show enhanced T-cell presence, potentially reflecting differential immune–vascular dynamics across TNBC subtypes.

## Discussion

This study reveals that macrophage abundance is closely associated with vascular heterogeneity in triple-negative breast cancer (TNBC). Across murine TNBC models, macrophage-enriched tumors exhibited more normalized vasculature, characterized by greater pericyte coverage and functional perfusion, whereas nonmacrophage-enriched tumors displayed denser but immature and poorly perfused vessels. Single-cell RNA sequencing showed that these vascular features coincide with distinct endothelial transcriptional programs: macrophage-enriched tumors were enriched for venous endothelial states expressing immune responsiveness and extracellular-matrix–related signatures, while non-macrophage-enriched tumors displayed arterial, and lymphatic and endothelial homeostatic phenotype.

In human TNBC, macrophage abundance similarly associated with vascular diversity, linking myeloid-enriched microenvironments to specific endothelial phenotypes such as inflamed, and remodeling-prone but inversely correlating with T-cell infiltration, consistent with known macrophage-associated physical barriers to lymphocyte entry [61]. Notably, the variation in endothelial composition associated with macrophage abundance exceeded that observed across intrinsic breast cancer subtypes, underscoring immune context as a dominant correlate of vascular heterogeneity.

While largely correlative, these results highlight that TNBC should be viewed as a collection of distinct immunovascular ecosystems rather than a single entity. Tumor vasculature is not a binary state of “normal” versus “abnormal,” but rather exists along a spectrum of phenotypes that vary with immune context. Defining how these immune and vascular compartments interact will be critical for understanding therapeutic variability and for developing strategies that address the layered heterogeneity of TNBC.

## Methods

### Mice Studies.

All animal experiments were conducted in accordance with a protocol approved by Institutional Animal Care and Use Committee of Baylor College of Medicine. The study is compliant with all relevant ethical regulations regarding animal research. Female animals of 6–8 weeks of age were used as the recipients of cell line transplantation. BALB/cAnNHsd (RRID: IMSR_ENV:HSD-047), C57BL/6NHsd (RRID: IMSR_ENV:HSD-044) mice were purchased from Envigo and either directly used for experiments or bred in our facilities.

### Breast tumour models and transplantation.

Tumour models include T11 (BALB/c, p53-null tumour, RRID: not available), 2208L (BALB/c, p53-null tumour, RRID: not available) T12 (BALB/c,p53-null tumour, RRID: not available), PyMT-M and -N (B6, MMTV-PyMT sub-lines, RRID: not available), 4T1 (BALB/c, spontaneous, RRID: CVCL_0125) and 67NR (BALB/c, spontaneous, RRID: CVCL_9723). Cell lines were derived from above models and maintained as described in the ‘Cell lines and cell culture’ section. For inoculation into animals, cells were collected from culture with 0.25% trypsin (HyClone), washed with PBS (Lonza), counted, resuspended in 1:1 solution of PBS and Matrigel (Pheno Red-free and growth factor reduced; BD Biosciences), and injected into the fourth mammary fat pad. Tumour models include (genetic background and cell numbers used for transplantation are indicated in parentheses): 4T1 (BALB/c, 0.05 × 10^6 cells), 67NR (BALB/c, 1 × 10^6 cells), T11 (BALB/c, 0.2–0.25 × 10^6 cells), T12 (BALB/c, 0.2–0.25 × 10^6 cells), 2208 (BALB/c, 0.12 × 10^6 cells), PyMT-M (B6, 0.12 × 10^6 cells), PyMT-N (B6, 0.12 × 10^6 cells).Mammary fat pad transplantation and injection were performed using the same procedures as our previous studies [62].

### Cell lines and cell culture.

All cell lines were cultured in DMEM/high glucose medium (HyClone). All media contained 10% FBS (Thermo Fisher Scientific), 1% Corning^™^ Antibiotic-Antimycotic Solution (Corning-VWR), except that for 67NR, which was further supplemented with NEAA (Life Technologies). All cells were grown in a humidified incubator at 37 °C, with 5% CO_2_.

### Human Patient Samples.

Publicly available human breast tumor single-cell RNA sequencing data were obtained from the *Cell Reports Medicine* study by Xu et al. (2024). This integrated dataset comprises 236,363 cells from 88 patients and 119 biopsy samples representing all major breast cancer subtypes and provides curated cell-type annotations and metadata. Data were accessed via the Gene Expression Omnibus (GEO accession: GSE261030) as described in the original publication. For this study, only triple-negative breast cancer (TNBC) samples were included in downstream analyses. Endothelial and immune cell subsets were re-analyzed using the Seurat (v5) workflow for normalization, dimensionality reduction, clustering, and pathway enrichment.

### Isolation of endothelial cells from tumors.

Tumors were mechanically dissociated and enzymatically digested in DMEM containing 10% FBS (Thermo Fisher Scientific), 2 mg/mL collagenase II (Thermo Fisher Scientific), 2 mg/mL dispase II (Sigma-Aldrich), and DNase I (1:200, Sigma-Aldrich) at 37 °C for 60 min with intermittent trituration. Cell suspensions were filtered through 70-μm strainers, subjected to red blood cell lysis (1× RBC buffer, 5 min on ice, Cytek Biosciences), and washed in FACS buffer (PBS, 2% FBS, % Corning^™^ Antibiotic-Antimycotic Solution). Debris was removed using a density gradient (Debris Removal Solution, Miltenyi Biotec), and cells were resuspended in MACS buffer (PBS, 2% FBS, 2 mM EDTA). For magnetic separation, Fc receptors were blocked (anti-CD16/32, 5 min, 4 °C, RRID: AB_2621443) followed by incubation with biotinylated anti-CD45 and anti-Ter119 antibodies (15 min, 4 °C, Tonbo Bioscience, no RRId found). Streptavidin-coated magnetic beads were applied, and unlabeled (CD45^−^/Ter119^−^) cells were collected as the stromal fraction. For positive selection, endothelial populations were isolated using biotinylated anti-CD31 (Miltenyi Biotec, RRID:AB_2814657), and anti-VE-cadherin (CD144, BioLegend RRID:AB_10641138) antibodies, followed by streptavidin bead enrichment and magnetic retention. Tumor sections were stained with Alexa Fluor^®^ 647–conjugated anti-CD144 (VE-cadherin, BioLegend, RRID:AB_10569114) and anti-CD31 (PECAM-1) conjugated to APC-Cy7 (BioLegend, RRID:AB_2860593). Enriched fractions were fluorescence-activated cell sorted (FACS) on a cell sorter to obtain pure endothelial (CD31^+^ CD144^+^) populations. Dead cells were excluded using DAPI (Invitrogen^™^) staining, and single-color and unstained controls were included for compensation. Sorted populations were collected in 2% FBS/PBS and immediately processed for downstream RNA analysis.

### Immunofluorescence staining of OCT-embedded tumor sections.

Frozen tumor sections (10–20 μm thick) embedded in OCT were thawed at room temperature, rehydrated in PBS, and fixed in 10% formalin for 10 min. Autofluorescence was quenched using 0.1 M ammonium chloride in PBS. Sections were permeabilized in PBS containing 0.1–0.5% Triton X-100 (depending on nuclear antigen accessibility) and blocked for 1 h at room temperature in 5% donkey and 5% goat serum prepared in PBS with 0.1% Triton and 2% fish gelatin (PBS-GT). Primary antibodies were diluted in PBS-GT containing 1.5% normal serum and incubated overnight at 4 °C in a humidified chamber. After three 10-min PBS washes, fluorophore-conjugated secondary antibodies (1:200) were applied for 2 h at room temperature, followed by nuclear counterstaining with DAPI (1:1000, Invitrogen^™^). Slides were mounted with ProLong^™^ Gold antifade reagent and imaged on a Zeiss LSM confocal microscope or whole-slide fluorescence scanner. The following primary antibodies were used: anti-CD31 (goat, 1:200, R&D Systems, RRID:AB_2161028) and anti-VE-cadherin (goat, 1:200, R&D Systems, RRID:AB_2077789), anti-NG2 (rabbit, 1:200, Millipore Cat, RRID:AB_11203295). Donkey anti-goat Alexa Fluor 555 secondary antibody (Invitrogen, RRID: AB_2535853) and Alexa Fluor^®^ 647 AffiniPure^®^ Donkey Anti-Rabbit IgG (H+L) secondary antibody (Jackson ImmunoResearch Inc., RRID: AB_2492288) were used at 1:200. For vessel quantification, five random fields per tumor were imaged and analyzed under identical acquisition settings. Images were processed and quantified in Fiji (ImageJ, NIH) using consistent thresholding and region-of-interest parameters across all sample.

### FIJI Image Analyses.

Quantification of vascular normalization parameters was performed using FIJI/ImageJ (RRID:SCR_002285) on confocal images acquired under identical acquisition settings. To calculate pericyte–vessel colocalization, the endothelial (red color) channel was used to define the total vascular area using an automated threshold. The pericyte (green color) channel was then merged with the endothelial channel to generate a yellow colocalization mask representing regions where pericyte and endothelial signals overlapped. The colocalized area (yellow) was measured and expressed as a percentage of the total vascular area (yellow area / total red area × 100), representing the fraction of vessels covered by pericytes. For vessel density, the total vascular area (red channel) was divided by the total image area (in μm^2^) to obtain the percentage of vessel coverage per field.

### In vivo lectin perfusion and vascular labeling.

To visualize functional tumor vasculature, mice were anesthetized and injected retro-orbitally with 200 μL of PBS containing 100 μg Lycopersicon esculentum (tomato) lectin, DyLight 649 (Vector Laboratories). After 10–15 min circulation, mice were transcardially perfused with 10 mL of PBS followed by 10 mL of 10% formalin. The right atrium was opened to permit outflow, and perfusion was continued until the liver blanched, indicating complete blood clearance. Tumors and organs were excised immediately, fixed overnight in 4% paraformaldehyde at 4 °C, and washed three times in PBS. Fixed tissues were either stored in PBS at 4 °C or processed for OCT embedding and immunofluorescence staining. This procedure labels actively perfused vessels in vivo, enabling assessment of vascular functionality and perfusion efficiency across tumor types.

### Bioinformatics analyses.

#### Processing the single-cell RNA sequencing data.

A filtering process was applied to ensure data quality. Cells with fewer than 200 detected genes or exhibiting a deviation of more than 2-fold from the median gene count were excluded. 

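Detected genes per barcode had a median of 4417 in PyMT-M and 4279 in PyMT-N, so that the limit of 2-fold around the median ran from 2208.5 to 8834 genes in PyMT-M and from 2139.5 to 8558 in PyMT-N. It left out 2014 PyMT-M and 1587 PyMT-N barcodes below the limit, among them the 894 and 1160 with fewer than 200 genes. Above the limit lay 10 PyMT-N barcodes and no PyMT-M barcode. Mitochondrial UMIs exceeded 10% in 1102 PyMT-M and 1367 PyMT-N barcodes, which overlap those below the limit on genes. Without the limit around the median, 718 of 6719 PyMT-M cells and 1378 of 5607 PyMT-N cells (24.6%) were endothelial-like.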

Cells with more than 10% mitochondrial genes were systematically filtered out to minimize mitochondrial gene contamination. We proceeded to normalize each dataset using the NormalizeData function’s default parameters. Following normalization, integration anchors were identified with the FindIntegrationAnchors function using the reciprocal PCA (RPCA) method. The function internally selected the top 2,000 variable features for cross-dataset alignment and batch correction. Anchors were then used to merge the datasets into a single batch-corrected object using the IntegrateData. The integrated assay was set as the default and scaled using ScaleData. Principal component analysis (PCA) was performed on the integrated data using RunPCA, and the first 30 principal components were used to construct a shared nearest-neighbor (SNN) graph with FindNeighbors. Unsupervised clustering was performed using the Louvain algorithm implemented in Seurat’s FindClusters function. To visualize cellular relationships in two-dimensional space, Uniform Manifold Approximation and Projection (UMAP) was computed using RunUMAP.

#### Clustering and cell type identification.

The next phase of the analysis involved clustering the high-quality single-cell data to identify endothelial cells. This was accomplished using the Seurat R package. 

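At the resolution used here the kept cells fell into 8 clusters, numbered from 0. Clusters 3 and 6 were endothelial-like, with 12 and 9 of 12 endothelial markers detected in at least 25% of cells. Cluster 3 held 370 PyMT-M and 1118 PyMT-N cells, and cluster 6 held 10 and 192. Cluster 5 was immune-like, with 11 of 13 immune markers detected, and held 56 PyMT-M and 183 PyMT-N cells after the CD45 depletion. Cluster 7 was fibroblast-like, with 10 of 10 fibroblast markers, and held 37 and 48. Clusters 0, 1, 2 and 4 had at most 3 of 12 epithelial markers detected and are not named. They split by library in spite of the integration. Cluster 0 held 16 PyMT-M and 3419 PyMT-N cells, cluster 1 held 2765 and 182, cluster 2 held 2018 and 211, and cluster 4 held 505 and 1.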

Upon integration, the data were clustered into 4 distinct cell clusters, each representing a unique population within the samples. Canonical endothelial markers were visualized with FeaturePlot (e.g., Pecam1, Vwf, Cdh5, Esam, Cd34), and immune identity was checked via Ptprc (CD45). Cluster markers were called using FindAllMarkers. Clusters were then manually annotated (e.g., Endothelial, Tumor, Immune, Fibroblast) via RenameIdents, and the labels were stored in metadata. Additionally, further subgroup annotations within endothelial cells, were conducted using the same rigorous methodology to ensure accuracy of the analysis. For the human data, Endothelial cells (ECs) were subset from the full tumor microenvironment, we visualized UMAPs colored by Cell_Type_Annotation == “Endothelial Cells”.

#### Compositional analysis.

Endothelial subcluster composition across tumor origins was summarized as stacked bar plots. Counts and within-sample proportions were computed and displayed as percent with ggplot2.

#### Differential expression and visualization of marker genes.

To identify differentially expressed genes (DEGs) among endothelial cells of Pymt-M and Pymt-N models, differential expression analysis was performed using the FindMarkers function in the Seurat R package. Statistical significance was assessed using the Wilcoxon rank-sum test with Bonferroni correction for multiple comparisons. Genes with an adjusted P-value < 0.05 and |log_2_ fold change| > 0.25 were considered significantly differentially expressed. The resulting DEGs were visualized using a volcano plot, generated in R with the ggplot2 package. Log_2_ fold change values were plotted on the x-axis, and −log_10_(adjusted P-values) on the y-axis, with significantly upregulated and downregulated genes highlighted in distinct colors to emphasize key transcriptional signatures across endothelial populations.

#### Functional annotation of endothelial subclusters via Hallmark enrichment.

For each subcluster’s top-10 marker set, we ran ORA with clusterProfiler enricher using the Hallmark TERM2GENE mapping (multiple testing by Benjamini–Hochberg). For each enriched term we recorded the adjusted P value (p.adjust) and GeneRatio (hits / set size). To provide a uniform visualization score we computed Score = −log10(FDR). We selected the top K = 10 Hallmark terms per subcluster by Score. We reshaped the Score matrix (pathways × subclusters), removed all-zero rows, row-z-scored values, and ordered rows and columns by Spearman correlation with Optimal Leaf Ordering.

Functional annotation of endothelial cell marker genes was performed through Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), and Reactome pathway enrichment analyses. Enrichment analyses were conducted using the clusterProfiler R package (v4.10.0), which enables both overrepresentation analysis (ORA) and gene set enrichment analysis (GSEA) with multiple correction options and organism-specific annotation databases. Mouse gene symbols were converted to Entrez Gene IDs using org.Mm.eg.db to ensure compatibility across databases. GO enrichment was performed across all ontologies (Biological Process, Molecular Function, and Cellular Component) using gseGO and enricher functions in clusterProfiler. Terms with an adjusted P value (Benjamini–Hochberg correction) below 0.05 were considered significantly enriched. For pathway-level annotation, KEGG enrichment was carried out using gseKEGG (organism code “mmu”), while Reactome pathway enrichment was assessed using enricher with the Reactome gene sets provided within the same package. For each analysis, a minimum gene set size of 10 and a maximum of 800 were used to maintain statistical robustness. In parallel, Hallmark gene set enrichment analysis was performed using msigdbr (category “H”), which retrieves curated, nonredundant pathways derived from the Molecular Signatures Database (MSigDB). Pre-ranked GSEA was run using log_2_ fold changes from differential expression results, with p values adjusted by the Benjamini–Hochberg method. The top enriched GO terms and pathways were visualized as dot plots and heatmaps using enrichplot and pheatmap.

#### Program scoring.

An interferon-γ response score was computed per endothelial cell using the Hallmark IFN-γ gene set (mouse) retrieved via msigdbr; genes present in the object were intersected and scored with AddModuleScore (name = “HALLMARK_INTERFERON_GAMMA_RESPONSE”). Group differences (PyMT-M vs PyMT-N) were visualized by FeaturePlot and VlnPlot and formally compared with a two-sided Wilcoxon rank-sum test.

#### Endothelial phenotyping.

To assess vessel-type programs, curated endothelial signatures (ARTERIAL, VENOUS, CAPILLARY, LYMPHATIC) were defined from literature genes, case-matched to symbols in the dataset, and scored in a single AddModuleScore. The resulting columns were renamed to visualized with FeaturePlot and DotPlot across endothelial subclusters. For interpretability, subclusters were also manually mapped to vessel-type labels and used in composition plots.

#### Macrophage normalization and grouping (patient-level).

Within human TNBC, we computed per-patient total cell counts and macrophage counts (Cell_Type_Annotation == “Macrophages”). We added a normalized macrophage fraction (Macrophage_Count / Total_Cell_Count) to metadata and stratified patients into High vs Low macrophage groups by the median normalized fraction. We then propagated these group labels back to endothelial cells using Patient_ID, defining Macrophage_Groups by high macrophage and low macrophage.

### Proteomic analyses.

Proteomic data were obtained from the CPTAC triple-negative breast cancer (TNBC) dataset (n = 68). Log_2_-normalized protein abundance values were used to assess correlations between immune cell markers (CSF1R, CD14, MPO, ELANE) and representative stromal or epithelial proteins, including endothelial (CD31), endothelial junction (VE-CAD), pericyte (PDGFRB), endothelial ECM (LAMA4, LAMA5, LAMB1), epithelial (CDH1, F11R), and mesenchymal-like (VIM, ZEB1) markers. Pearson correlation coefficients were calculated and visualized as heatmaps using R v4.3.1 and ggplot2.

### Statistics and reproducibility.

Data were analyzed with Microsoft Excel functions, Prism 7 software (GraphPad) or the R programming language. Statistical analysis was performed as appropriate for each dataset. Comparisons between two groups were conducted using unpaired two-tailed t-tests for parametric data or two-sided Wilcoxon rank-sum tests for nonparametric single-cell comparisons, as indicated in the figure legends. Correlation analyses in proteomic datasets were performed using Pearson correlation coefficients.For single-cell RNA sequencing data, differential gene expression between groups was assessed using the MAST test implemented in the Seurat package, controlling for gene detection rate (nFeature_RNA) and mitochondrial content as covariates. Multiple testing corrections were applied using the Benjamini–Hochberg false discovery rate (FDR) method, with genes or pathways considered significant at adjusted p < 0.05. Pathway enrichment analyses were performed using ClusterProfiler, employing hypergeometric tests for overrepresentation analysis (ORA) and permutation-based Gene Set Enrichment Analysis (GSEA) for ranked gene lists, using Hallmark, Gene Ontology (GO), and KEGG gene sets from the Molecular Signatures Database (MSigDB). All enrichment results were corrected for multiple comparisons using the Benjamini–Hochberg method (FDR < 0.05). Statistical details (for example, sample size and specific test performed) for each experiment are denoted in the corresponding figure or figure legends. Individual mice (independent batch experiments, different tumour models and different animals) were considered biological replicates. All biologically independent samples were included and combined for statistical analyses. Experimental findings were reliably reproduced. In each experiment, group sizes were determined based on the results of preliminary experiments, and no statistical method was used to predetermine sample size. Data are shown as means ± standard deviation (s.d.) unless otherwise specified. P values lower than 0.05 were considered statistically significant.

### Manuscript preparations.

Portions of this manuscript’s text were refined using Grammarly and a large language model (ChatGPT, OpenAI) to improve grammar, clarity, and readability. All content was reviewed, verified, and edited by the authors to ensure scientific accuracy and originality.

## Figures and Tables

**Fig. 1:**
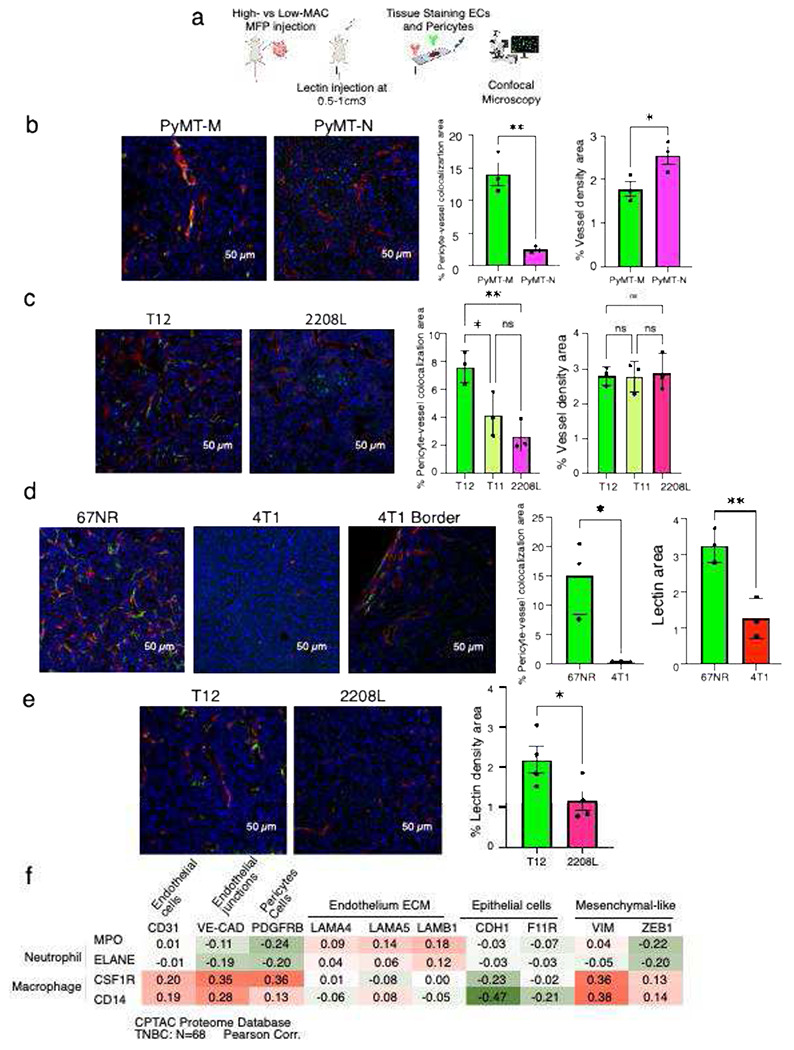
High-MAC TNBC murine tumors exhibit more pericyte covered vasculature and functionally perfused vasculature than Low-MAC models (a) Schematic of experimental workflow. High- and low-MAC triple-negative breast cancer (TNBC) cell lines were orthotopically injected into the mammary fat pad (MFP) of mice. Tumors were collected at 0.5–1 cm^3^, processed for immunofluorescence, and stained for endothelial cells, pericytes, and nuclei (DAPI-Blue). In select experiments, vascular perfusion was assessed by intravenous lectin injection prior to tissue harvest. (b) Representative confocal images of PyMT-M (high-MAC) and PyMT-N (low-MAC) tumors show increased pericyte (yellow) attachment to endothelial cells (red) in PyMT-M. Quantification reveals a significant increase in % pericyte-vessel colocalization area in PyMT-M. Quantification of vessel density. PyMT-N tumors exhibit significantly greater vessel density than PyMT-M (n = 3 mice/group; unpaired two-tailed t-test, p < 0.01**, p < 0.05, *, ns = not significant) (c) Pericyte-vessel colocalization in p53ko lines: T12 (high-MAC) shows significantly higher pericyte (green) coverage of endothelial cells (red) than 2208L (low-MAC), while T11 (High-MAC) shows an intermediate phenotype. Quantification of vessel density, no significant differences are observed among p53ko lines (n = 3 mice/group; unpaired two-tailed t-test, p < 0.01**p < 0.05 * , ns = not significant). (d) Representative images of 67NR (high-MAC) and 4T1 (low-MAC) tumors show increased lectin (red) and pericyte (green) colocalization in 67NR. Border zones of 4T1 tumors show partial perfusion. Quantification indicates significantly higher pericyte-vessel coverage in 67NR. (n = 3 mice/group; unpaired two-tailed t-test, p < 0.05*) (e) Lectin perfusion in p53ko lines: T12 tumors exhibit significantly greater lectin area than 2208L. lectin (red) and pericyte (green) (n = 4 mice/group; unpaired two-tailed t-testp < 0.05*). (f) Heatmap showing Pearson correlation coefficients between myeloid cell markers and vascular/mesenchymal/epithelial markers in TNBC samples from the CPTAC proteomic dataset (n = 68). Macrophage markers (CSF1R, CD14) positively correlate with endothelial and mesenchymal markers and negatively with epithelial markers (e.g., CDH1), suggesting macrophage-driven vascular normalization and mesenchymal transition.

**Fig. 2:**
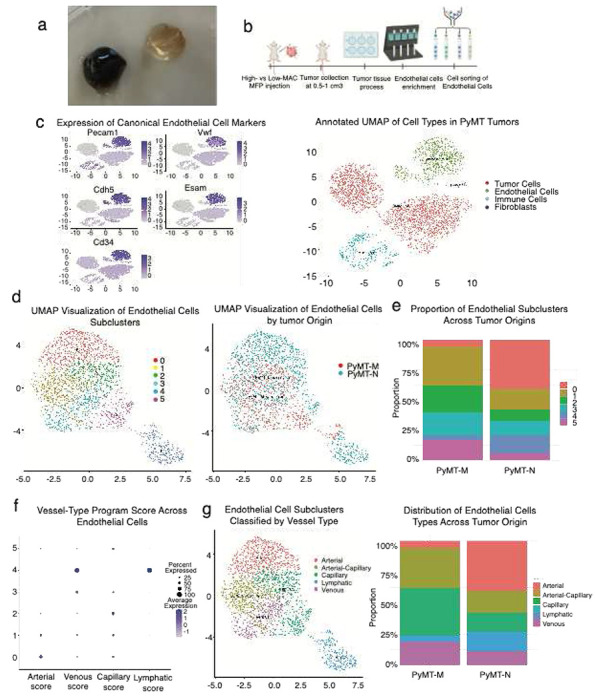
Macrophage abundance is associated with distinct endothelial cell states and vascular programs in murine TNBC (a) Representative image of PyMT-M (left) and PyMT-N (right) tumors. The PyMT-M specimen appears darker and blood-rich, whereas the PyMT-N specimen exhibits a paler, less blood-rich appearance. (b) Experimental workflow for isolating endothelial cells from High-MAC (PyMT-M) and Low-MAC (PyMT-N) murine TNBC tumors. Tumor cells were orthotopically injected into the mammary fat pad (MFP), and tumors were collected at comparable sizes. Following enzymatic dissociation, endothelial cells were enriched and fluorescence-activated cell sorted (FACS) prior to single-cell RNA sequencing analysis. (c) Expression of canonical endothelial cell markers (Pecam1, Vwf, Cdh5, Esam, Cd34) across the UMAP confirms endothelial identity and purity of the population selected for downstream analyses (left). UMAP visualization of single-cell RNA-sequencing data from combined PyMT-M and PyMT-N tumors, showing major cellular compartments including tumor, endothelial, and immune populations (right). (d) UMAP visualization of endothelial cells combined from PyMT-M and PyMT-N tumors, showing six transcriptionally distinct subclusters identified by unsupervised clustering (left). These subclusters represent diverse endothelial phenotypes that are distributed across both tumor types, revealing overlapping yet model-specific vascular populations (right). (e) Proportion of endothelial subclusters identified in previous UMAP. Bar plot showing the relative abundance of each endothelial cell subcluster across tumor origins. (f) Dot plot showing enrichment scores for vessel-type–specific transcriptional programs (arterial, venous, capillary, and lymphatic) across the endothelial subclusters identified in PyMT tumors. Each dot represents the average expression and percentage of cells expressing genes characteristic of each vascular subtype. (g) UMAP visualization of endothelial subclusters classified according to vessel-type gene expression programs (arterial, arterial-capillary, capillary, venous, and lymphatic), showing distinct spatial segregation of vascular identities within the endothelial population. Bar plot displaying the relative distribution of each endothelial subtype across PyMT-M and PyMT-N tumors.

**Fig. 3:**
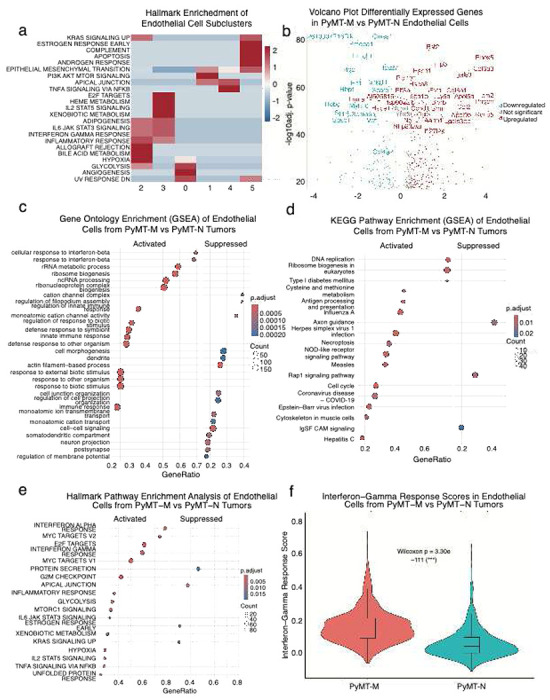
Endothelial cells in High-MAC TNBC tumors exhibit inflammatory and interferon-associated transcriptional programs (a) Heatmap displaying Hallmark pathway enrichment scores across endothelial cell subclusters identified in murine PyMT tumors. Each pathway’s enrichment was calculated based on the top marker genes for each subcluster using the MSigDB Hallmark gene sets. Red and blue colors indicate relative pathway activation or suppression, respectively, after z-score normalization across clusters. Pathway enrichment was assessed using a hypergeometric test (ClusterProfiler), with Benjamini–Hochberg correction for multiple comparisons; only pathways with FDR < 0.05 are shown. (b) Volcano plot showing differentially expressed genes between endothelial cells isolated from PyMT-M vs PyMT-N tumors. Each point represents a single gene, with the x-axis corresponding to log2 fold-change (log2FC) and the y-axis to −log10 adjusted p-value. Genes significantly upregulated in PyMT-M endothelium are shown in red, and those downregulated are shown in blue, while nonsignificant genes are shown in gray. Differential expression was assessed using the MAST test implemented in Seurat, controlling for nFeature_RNA and mitochondrial content as covariates. P-values were adjusted for multiple testing using the Benjamini–Hochberg method; genes with adjusted p-value < 0.05 and |log2FC| ≥ 0.5 were considered significant (c) Hallmark pathway enrichment analysis of endothelial cells isolated from PyMT-M versus PyMT-N tumors. Each point represents a significantly enriched Hallmark pathway, with color indicating the adjusted p-value and point size corresponding to the number of genes contributing to enrichment. Enrichment scores were calculated using Gene Set Enrichment Analysis (GSEA) based on ranked differential expression results between the two endothelial populations. Statistical significance was determined using a permutation-based enrichment test as implemented in the ClusterProfiler R package, with Benjamini–Hochberg correction for multiple testing. Pathways with adjusted p-value < 0.05 were considered significantly enriched. (d) Gene Ontology (GO) enrichment analysis of endothelial cells from PyMT-M versus PyMT-N tumors. The figure displays significantly enriched biological processes identified by Gene Set Enrichment Analysis (GSEA). Each dot represents an individual GO term, with dot size indicating the number of genes associated with that term and color corresponding to the adjusted p-value. Enrichment scores were computed based on ranked differential expression values, and significance was assessed using the permutation-based GSEA test as implemented in the ClusterProfiler R package. Multiple testing correction was applied using the Benjamini–Hochberg method and GO terms with adjusted p-value < 0.05 were considered significantly enriched. (e) KEGG pathway enrichment analysis of endothelial cells from PyMT-M versus PyMT-N tumors. The figure presents pathways significantly enriched in each endothelial population, as determined by Gene Set Enrichment Analysis (GSEA). Each dot represents an individual KEGG pathway, with dot size corresponding to the number of genes contributing to enrichment and color indicating the adjusted p-value. Statistical enrichment was assessed using the ClusterProfiler R package with a permutation-based approach, and multiple testing correction was performed using the Benjamini–Hochberg method. Pathways with adjusted p-value < 0.05 were considered significant. (f) Interferon-γ response scores in endothelial cells from PyMT-M versus PyMT-N tumors. Violin plots show the distribution of interferon-γ response scores across endothelial cells derived from each tumor type. Scores were computed based on the average expression of interferon-stimulated gene sets curated from MSigDB Hallmark pathways. Statistical significance between groups was assessed using a two-sided Wilcoxon rank-sum test, yielding p = 3.30 × 10^−111^.

**Fig. 4:**
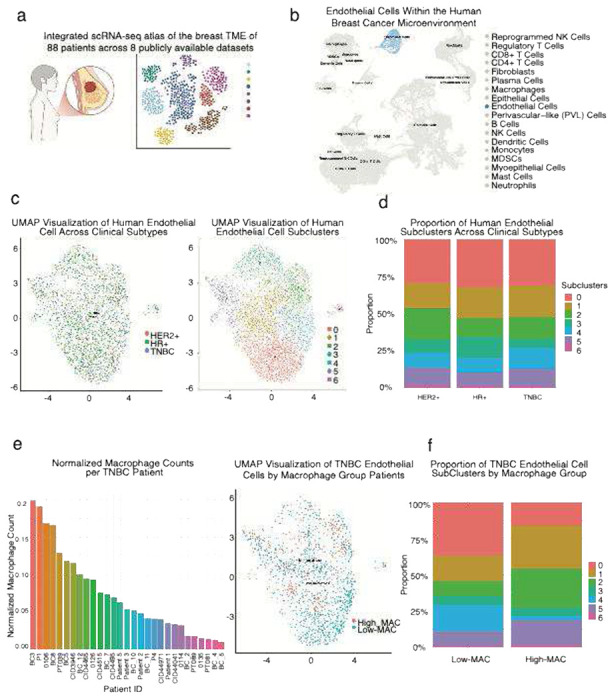
Human TNBC recapitulates macrophage-associated vascular heterogeneity observed in murine models (a) Integrated single-cell RNA sequencing (scRNA-seq) atlas of the breast tumor microenvironment (TME) across 88 patients from eight publicly available datasets. (b) UMAP projection of the integrated scRNA-seq atlas highlighting endothelial cells (ECs) as a distinct transcriptional cluster among diverse tumor-associated cell populations. Each point represents a single cell, color-coded by cell type annotation. (c) UMAP visualization of human endothelial cells across clinical breast cancer subtypes. (Left) Endothelial cells (ECs) from all tumors colored by clinical subtype—triple-negative breast cancer (TNBC), HER2+, and hormone receptor–positive (HR) . (Right) Unsupervised clustering of ECs identifies seven transcriptionally distinct endothelial subclusters. (d) Proportion of human endothelial subclusters across clinical breast cancer subtypes. Bar plot showing the relative abundance of the seven endothelial subclusters across hormone receptor–positive (HR^+^), HER2-positive (HER2^+^), and triple-negative breast cancer (TNBC) tumors. (e) Macrophage abundance and associated endothelial distribution across TNBC patients. (Left) Normalized macrophage counts per TNBC total cell count per patient. (Right) UMAP visualization of endothelial cells colored by macrophage group demonstrates transcriptional differences in vascular populations between High-MAC and Low-MAC tumors. (f) Proportion of TNBC endothelial subclusters across macrophage abundance groups. Stacked bar plot showing the relative distribution of the seven endothelial subclusters (0–6) between High-MAC and Low-MAC TNBC tumors.

**Fig. 5:**
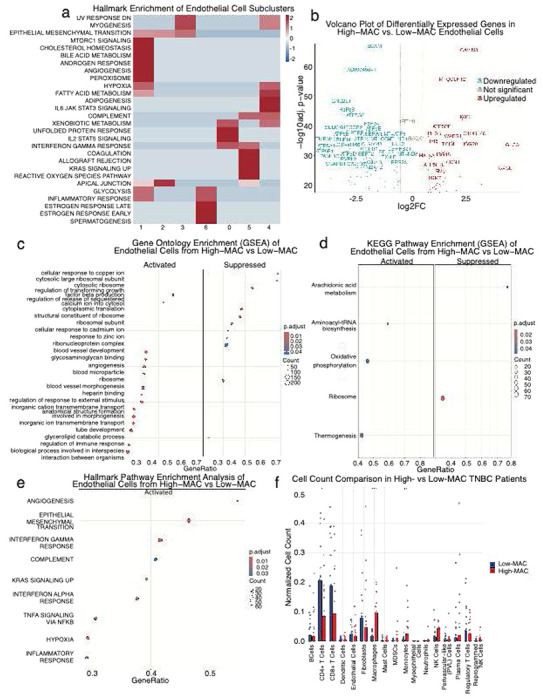
High-MAC human TNBC tumors exhibit endothelial activation marked by immune signaling and extracellular matrix remodeling but correlates with less T cell infiltration (a) Heatmap displaying Hallmark pathway enrichment scores across endothelial cell subclusters identified in human TNBC. Each pathway’s enrichment was calculated based on the top marker genes for each endothelial subcluster using the MSigDB Hallmark gene sets (human version). Red and blue colors indicate relative pathway activation or suppression, respectively, after z-score normalization across clusters. Pathway enrichment was assessed using a hypergeometric test (ClusterProfiler), with Benjamini–Hochberg correction for multiple comparisons; only pathways with FDR < 0.05 are shown. (b) Volcano plot showing differentially expressed genes between endothelial cells isolated from High-MAC vs Low-MAC human TNBC tumors. Each point represents a single gene, with the x-axis corresponding to log2 fold-change (log2FC) and the y-axis to −log10 adjusted p-value. Genes significantly upregulated in High-MAC endothelium are shown in red, and those downregulated are shown in blue, while nonsignificant genes are shown in gray. Differential expression was assessed using the MAST test implemented in Seurat, controlling for nFeature_RNA and mitochondrial content as covariates. P-values were adjusted for multiple testing using the Benjamini–Hochberg method; genes with adjusted p-value < 0.05 and |log2FC| ≥ 0.5 were considered significant (c) Gene Set Enrichment Analysis (GSEA) of Hallmark pathways comparing endothelial cells from High-MAC versus Low-MAC human TNBC tumors. Each point represents a significantly enriched Hallmark pathway, with color indicating the adjusted p-value and point size corresponding to the number of genes contributing to enrichment. Enrichment scores were calculated using Gene Set Enrichment Analysis (GSEA) based on ranked differential expression results between the two endothelial populations. Statistical significance was determined using a permutation-based enrichment test as implemented in the ClusterProfiler R package, with Benjamini–Hochberg correction for multiple testing. Pathways with adjusted p-value < 0.05 were considered significantly enriched. (d) GSEA of Gene Ontology (GO) terms highlighting biological processes enriched in endothelial cells from High-MAC versus Low-MAC tumors. ach dot represents an individual GO term, with dot size indicating the number of genes associated with that term and color corresponding to the adjusted p-value. Enrichment scores were computed based on ranked differential expression values between endothelial cells from High-MAC and Low-MAC tumors, and significance was assessed using the permutation-based GSEA test as implemented in the ClusterProfiler R package. Multiple testing correction was applied using the Benjamini–Hochberg method and GO terms with adjusted p-value < 0.05 were considered significantly enriched. (e) KEGG pathway enrichment analysis of endothelial cells from high- versus low-MAC human TNBC tumors. The figure presents pathways significantly enriched in each endothelial population, as determined by Gene Set Enrichment Analysis (GSEA). Each dot represents an individual KEGG pathway, with dot size corresponding to the number of genes contributing to enrichment and color indicating the adjusted p-value. Statistical enrichment was assessed using the ClusterProfiler R package with a permutation-based approach, and multiple testing correction was performed using the Benjamini–Hochberg method. Pathways with adjusted p-value < 0.05 were considered significant. (f) Bar plots show the normalized abundance of major stromal and immune cell populations in tumors from High-MAC and Low-MAC TNBC patient groups. Each point represents an individual patient, and normalization was performed relative to the total number of cells per patient. Statistical significance between groups for each cell type was assessed using two-sided Wilcoxon rank-sum tests, with asterisks indicating significant differences (*p < 0.05). n = 29, High-MAC = 14 and Low-MAC n = 15.

**Table 1.** Classification of syngeneic TNBC mouse models by macrophage abundance, strain background, and oncogenic driver

Tumor model	MAC phenotype	Mouse background	Oncogenic driver/tumor genetics
T11	High-MAC	BALB/c	*p53*-KO
T12	High-MAC	BALB/c	*p53*-KO
67NR	High-MAC	BALB/c	Spontaneous
PyMT-M	High-MAC	C57BL/6	MMTV-PyMT
2208L	Low-MAC	BALB/c	*p53*-KO
4T1	Low-MAC	BALB/c	Spontaneous
PyMT-N	Low-MAC	C57BL/6	MMTV-PyMT

a High-MAC tumors are characterized by macrophage-enriched immune microenvironments, whereas Low-MAC tumors are characterized by non–macrophage-enriched immune microenvironments. These classifications align with prior lab publications [10–12].

## Data Availability

The mouse single-cell RNA sequencing data generated in this study have been deposited in GEO under accession number GEO: GSE314557. Human breast tumor single-cell RNA-seq data were obtained from the publicly available resources provided in the original publication by Xu et al. [21]. All code used for data processing, analysis, and figure generation is available on GitHub at https://github.com/xzhanglab/TNBC_Endothelial_Heterogeneity. Quantified imaging data used in Figures 1 (vessel density, pericyte–vessel colocalization, and lectin perfusion measurements) are provided as supplementary files. Raw microscopy image files are large and therefore not publicly archived but are available from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

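Endothelial cells of PyMT-M (High-MAC) and PyMT-N (Low-MAC) mouse mammary tumors were measured by droplet-based single-cell RNA sequencing. Each of the 2 libraries is a pool of 3 tumors, so a condition has 1 library and no difference between conditions was tested. No p-value or standard error was computed from cells. The authors deposited UMI counts, as whole numbers per gene and cell barcode, made with Cell Ranger 8.0.0. The counts are not normalized. The aligner's genome build and annotation are not given in the sources used here, so no coordinates are reported, and 33696 genes were taken by the symbol and identifier listed with the counts. Reads that near-identical genes share could be split or lost in counting, which concerns H2, Gbp, Ifit3, Hspa1 and hemoglobin genes.

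Barcodes with at least 200 detected genes, a number of detected genes within 2-fold of the median of the library and at most 10% mitochondrial UMIs were kept, as in the paper's methods. Kept cells had a median of 23255 UMIs in PyMT-M and 18977 in PyMT-N, and held 137358132 and 112825171 UMIs in all. Normalization, reciprocal PCA integration, clustering and module scores were computed with Seurat 5.3.0 in R 4.3.3, on the settings the methods give. Subclusters of endothelial-like cells were taken at the lowest resolution, in steps of 0.05, that gave 6, which was 0.4. Clusters were named from marker lists fixed in advance, by rules on numbers of markers that were set after the clusters were seen. Leading genes were ranked by fold with 5 CPM added to both sides. Doublets were scored with Scrublet as in scanpy 1.11.5. Its automatic threshold called 1 barcode in PyMT-M (0.0128%) and 138 in PyMT-N (1.98%), so it did not work in PyMT-M, and the 6% of barcodes with the highest scores in each library were left out as an alternative.

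Counts of endothelial-like cells were summed per library and compared as log2 ratios of CPM with the exact interval of a ratio of Poisson counts. Shares have exact Clopper-Pearson intervals at 95%, and differences of shares combine both by the square-and-add method. Genes with at least 200 UMIs over both libraries were ranked. The genes named are those the paper names for these libraries, the 5 with the highest and the 5 with the lowest ratio among ranked genes with at least 10 UMIs in the lower library, the cell type markers, and the 3 highest and 3 lowest members of each list reported. Genes with no UMI in a library were set against a floor of 3 counts over the library. The Hallmark, GO and KEGG collections were not used here. In their place stand 17 lists, for interferon alpha/beta response, interferon gamma response, antigen processing and presentation, TNF and NF-kB signaling, dissociation and heat-shock stress, S phase and DNA replication, G2/M phase, MYC targets and ribosome biogenesis, glycolysis, mTORC1 signaling, endothelial cell junctions, angiogenesis, basement membrane and matrix, axon guidance, apoptosis, monocyte recruitment and adhesion, and hemoglobin. The result of a further list is not reported here. Lists share members. Of 45 interferon gamma genes 17 are also in another list, as are 13 of 18 antigen presentation genes and 9 of 26 TNF genes. The study names 2 of the interferon alpha/beta, 3 of the matrix, 4 of the junction and 2 of the axon guidance genes from these libraries. It also names 1 gene in each of the TNF, stress, angiogenesis and monocyte recruitment lists. A list's median was set against 10000 random lists drawn from 20 bins of mean expression. Its counting range comes from 1000 Poisson redraws of the counts.

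The ratios and list percentiles were tested on simulated counts for the comparison of PyMT-M and PyMT-N endothelial sums, over 9358 genes of which 200 were changed. Intervals held the true value for 96.1% of genes, the direction was right for 100% of changed genes, and 4 of 100 unchanged lists fell outside the central 95% of random lists. The simulated counts were independent Poisson draws, as the intervals assume, so they check the calculation only. They held no doublets, no library effects and no genes that vary together. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

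Alternatives covered the limits on genes and on mitochondrial UMIs (5%), doublets, integration, the definition of an endothelial cell per cell, removal of cells with at least 2 UMIs of markers of other cell types, 9 or more subclusters, clustering without differing genes, vessel type per cell, the mean over cells in place of sums, the scaling, ratios within subclusters of at least 50 cells per library, lymphatic-like cells, the count minimum of lists, lists without genes the paper names, and depth. With the median log2 ratio of all ranked genes at -0.10, setting it to 0 or leaving mitochondrial, ribosomal-protein and hemoglobin genes out of the total (median then -0.014) moves ratios up by about as much. Ratios within subclusters had a fraction of a count added to each sum, which raises them for genes with few UMIs, as PyMT-M has fewer UMIs. The human atlas, proteomic, imaging and staining data of the paper are not analysed here.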

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

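The alternatives that remove the highest Scrublet scores, leave out the mixed subcluster or cluster after thinning were chosen after seeing the data, and the others were planned. No paired analysis was possible because the results come from no test and each condition has 1 library. Without replicates, a list median counts as moved beyond the range of its Poisson redraws, a share or sum beyond its counting interval, and the interferon gamma score beyond 1 SD over PyMT-N cells, which is a wide limit.

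The lymphatic-like share stayed lower in PyMT-M under each alternative that gave one, with differences of -12.8 to -9.18 points, and the interferon gamma score stayed higher. The 14 genes the paper names kept their direction under each of 13 alternatives. Their ratios moved beyond the counting interval most often with endothelial cells defined per cell (14 genes) and least often without integration (7), with the median ratio set to 0 (6), with ribosomal and mitochondrial genes left out of the total (5) and with at most 5% mitochondrial UMIs, where 14 stayed within it. The directions of the angiogenesis, TNF, stress and hemoglobin lists, of capillary marker sums and of the venous-like share changed under at least 1 alternative. The TNF median, close to 0, and the venous-like share also changed sign in some alternatives where they stayed within counting error.

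Without the limit around the median gene number, the endothelial-like share was 10.7% in PyMT-M, the share difference was 7.92 points for venous-like cells, the marker sum ratio was -0.31 (arterial), 0.88 (capillary), -0.72 (venous) and -3.80 (lymphatic), and the list median was 1.14 (interferon alpha/beta), 0.98 (interferon gamma), 0.18 (TNF), 0.44 (stress), 1.19 (S phase), 1.21 (G2/M), 0.90 (ribosome biogenesis), 0.16 (glycolysis), 0.47 (mTORC1), -0.35 (junctions), -0.24 (angiogenesis), -0.42 (matrix) and -0.66 (axon guidance). With at most 5% mitochondrial UMIs, the endothelial-like share was 22.9% in PyMT-N, and the list median was 0.49 (antigen presentation). With the called doublets removed, the endothelial-like share was 23.2% in PyMT-N, the marker sum ratio was -1.03 (arterial), 0.46 (capillary) and -1.34 (venous), and the list median was 1.47 (G2/M), -0.63 (junctions), -0.74 (matrix) and 1.77 (monocyte recruitment). Without integration, the endothelial-like share was 7.53% in PyMT-M, the marker sum ratio was -1.02 (arterial), 0.43 (capillary), -1.35 (venous) and -4.25 (lymphatic), and the list median was 0.69 (interferon gamma), 0.58 (antigen presentation), 0.16 (stress), -0.63 (junctions), -0.46 (angiogenesis) and -0.82 (axon guidance). With endothelial cells defined per cell, the endothelial-like share was 7.55% in PyMT-M and 18.8% in PyMT-N, the marker sum ratio was -1.85 (arterial), -0.35 (capillary), -2.08 (venous) and -5.08 (lymphatic), and the list median was 0.17 (interferon alpha/beta), 0.17 (interferon gamma), 0.24 (antigen presentation), -0.20 (stress), 1.56 (S phase), 1.79 (G2/M), 1.51 (ribosome biogenesis), -1.22 (junctions), -1.16 (angiogenesis), -1.33 (matrix) and -1.40 (axon guidance). With cells of mixed content removed, the marker sum ratio was -0.54 (arterial), 0.96 (capillary), -0.88 (venous) and -4.07 (lymphatic), and the list median was 1.18 (interferon alpha/beta), 1.10 (interferon gamma), 0.99 (antigen presentation), 0.22 (TNF), 0.50 (stress), 1.12 (G2/M), 0.68 (ribosome biogenesis), 0.42 (mTORC1), -0.24 (junctions), 0.15 (angiogenesis), -0.44 (matrix), 2.23 (monocyte recruitment) and 1.88 (hemoglobin). Under the mean over cells, the list median was 1.07 (interferon alpha/beta), 0.98 (interferon gamma), 0.83 (antigen presentation), 0.16 (TNF), 0.49 (stress), 0.88 (ribosome biogenesis), 0.21 (glycolysis), 0.52 (mTORC1), -0.32 (junctions), 0.049 (angiogenesis), -0.48 (matrix) and 1.71 (monocyte recruitment). With the median ratio of ranked genes set to 0, the list median was 1.08 (interferon alpha/beta), 0.94 (interferon gamma), 0.88 (antigen presentation), 0.42 (stress), 1.59 (S phase), 1.70 (G2/M), 1.24 (ribosome biogenesis), 0.37 (glycolysis), -0.45 (junctions), -0.22 (angiogenesis) and -0.57 (matrix). With mitochondrial, ribosomal-protein and hemoglobin genes left out of the total, the marker sum ratio was -0.83 (arterial), 0.63 (capillary) and -1.16 (venous), and the list median was 1.06 (interferon alpha/beta), 0.92 (interferon gamma), 0.87 (antigen presentation), 1.58 (S phase), 1.22 (ribosome biogenesis), 0.35 (glycolysis), -0.23 (angiogenesis) and -0.59 (matrix). Within subclusters, the list median was 1.18 (interferon alpha/beta), 0.93 (interferon gamma), 0.83 (antigen presentation), 0.20 (TNF), 0.91 (S phase), 1.76 (G2/M), 0.77 (ribosome biogenesis), 0.18 (glycolysis), 0.44 (mTORC1), -0.40 (junctions), -0.22 (angiogenesis), -0.50 (matrix) and 1.86 (monocyte recruitment). These average over subclusters, the mixed one included, after a fraction of a count was added to each sum. As PyMT-M has fewer UMIs, the addition raises ratios of genes with few UMIs, to 2.15 for Krt19, which has none. The G2/M median was 2.72 within the mixed and -0.18 within the proliferating-like subcluster, and rested on 1 gene within the tip-like one. Without lymphatic-like cells, the marker sum ratio was -1.03 (arterial), 0.40 (capillary) and -2.75 (lymphatic), and the list median was 1.08 (interferon alpha/beta), 1.51 (G2/M), -0.79 (matrix) and 1.21 (monocyte recruitment). With at least 9 subclusters, the share difference was 4.20 points for venous-like cells. Clustered without differing genes, the share difference was 7.26 points for venous-like cells and -6.82 points for tip-like cells. By vessel type per cell, the share difference was -8.74 points for venous-like cells. Without the genes the paper names, the list median was 0.86 (interferon alpha/beta). At a list minimum of 200 UMIs, the list median was -0.91 (hemoglobin). Without a list minimum, the list median was 0.27 (hemoglobin).

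With the 6% highest Scrublet scores removed, the endothelial-like share was 5.93% in PyMT-M, the share difference was 5.80 points for venous-like cells and 21.2 points for proliferating-like cells, the marker sum ratio was -0.54 (arterial), 0.96 (capillary), -0.89 (venous) and -3.96 (lymphatic), and the list median was 1.10 (interferon alpha/beta), 1.08 (interferon gamma), 0.97 (antigen presentation), 0.30 (TNF), 0.53 (stress), 1.10 (G2/M), 0.72 (ribosome biogenesis), 0.42 (mTORC1), -0.23 (junctions), 0.13 (angiogenesis), -0.41 (matrix), 2.04 (monocyte recruitment) and 1.92 (hemoglobin). Without the mixed subcluster, the marker sum ratio was -0.53 (arterial), 0.97 (capillary), -0.88 (venous) and -4.08 (lymphatic), and the list median was 1.14 (interferon alpha/beta), 1.09 (interferon gamma), 1.02 (antigen presentation), 0.27 (TNF), 0.51 (stress), 1.09 (G2/M), 0.67 (ribosome biogenesis), 0.44 (mTORC1), -0.24 (junctions), 0.14 (angiogenesis), -0.42 (matrix), 2.08 (monocyte recruitment) and 1.93 (hemoglobin). Clustered after thinning, the share difference was 7.96 points for venous-like cells and -17.8 points for tip-like cells.

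With endothelial cells defined per cell, 119 of the 436 PyMT-M cells and none of the 1005 PyMT-N cells came from the non-endothelial cluster 4. The construction lowers the endothelial lists. The other values of this alternative, those of the interferon lists included, hold for that mix of cells. Without integration the endothelial-like class took in 36 PyMT-M and 47 PyMT-N cells led by fibroblast genes, and its values hold for that wider class. The scalings move all ratios alike by construction, and hemoglobin rests on 1 gene at the higher minimum. For the other changes the cause was not tested. Some alternatives gave no share because no subcluster took the name. Besides the main clustering, a tip-like subcluster was named only with at most 5% mitochondrial UMIs, without differing genes and after thinning. No subcluster was venous-like without integration or proliferating-like with called doublets removed. An arterial-like subcluster was named only with called doublets removed, with 37.1% (32.2 to 42.2%) of PyMT-M and 34.3% (31.6 to 37.05%) of PyMT-N, so it has no main value to compare with. The depth of PyMT-M endothelial-like cells (4104823 UMIs over 380 cells) limits ratios of genes with few UMIs and subclusters of few cells most.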

Differences from the paper's values

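The alternatives named here were set before the data were examined unless said otherwise, and no test was chosen for this part. The paper's shares are of the endothelial cells of its own annotation, whose number its text does not give, and the shares here are of 380 PyMT-M and 1310 PyMT-N endothelial-like cells with rebuilt names, so no direction is drawn from a pair. For lymphatic cells in PyMT-M the paper shows about 5% in Fig. 2g, read by eye, and the value here is 2.37%. The values come within 1.5 times of each other, or the counting interval covers the paper's, without the limit around the median gene number (4.32%) and by vessel type per cell (3.16%), and not with at least 9 subclusters, at most 5% mitochondrial UMIs, called doublets removed, no integration or clustering without differing genes. With the 6% highest Scrublet scores removed the value is 3.16%, and clustered after thinning it is 1.17%, both chosen after seeing the values.

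For venous cells the paper shows about 18% in PyMT-M and about 10% in PyMT-N in Fig. 2g, read by eye. The values here are 3.68% and 3.89%. In PyMT-M the pair no longer differs with at least 9 subclusters (20%), without the limit around the median gene number (13.6%) and clustered without differing genes (21.8%), and still differs with at most 5% mitochondrial UMIs, with called doublets removed and by vessel type per cell. In PyMT-N it no longer differs only when clustered without differing genes (14.6%). Without integration no subcluster was venous-like. That subcluster held 283 cells with at least 9 subclusters, 177 without the limit and 274 without differing genes, against 65 in the main clustering. Each of the larger ones had the arterial marker Gja5 among its 10 leading genes, so the closer shares describe a larger class.

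The paper reports 4 cell clusters after integration, and 8 were found here. Under the alternatives the number was 8 to 11, and each differs. The paper's text gives no resolution for this clustering. It describes its clusters as separate populations that were labeled by hand, so the counts may not measure the same thing. By marker rules the clusters here were endothelial-like, immune-like, fibroblast-like or unnamed.

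The paper states that venous cells were enriched in PyMT-M. Here the venous-like share differed by -0.209 points, PyMT-M minus PyMT-N, and venous marker sums by a log2 ratio of -1.25, which follows Vwf and Lrg1. Of the 8 venous markers 4 go in the paper's direction, Sele, Vcam1, Selp and Ackr1, and 4 against it. The share difference is 4.20 points with at least 9 subclusters, 7.92 without the limit around the median gene number, 7.26 without differing genes and 0.0368 with at most 5% mitochondrial UMIs. Except for the last, these rest on the larger venous-like class given above. The share difference is -0.832 with called doublets removed and -8.74 by vessel type per cell. It is 7.96 after thinning and 5.80 with the 6% highest Scrublet scores removed, both chosen after seeing the values. The venous-like class was larger there too, with 382 and 341 cells. Capillary cells, which the paper also gives as enriched in PyMT-M, had higher marker sums there (except with endothelial cells defined per cell, -0.35), and arterial and lymphatic markers lower ones, as it states. The capillary markers themselves went both ways, with 4 higher and 3 lower. Fabp4 held 7321 of the 14103 capillary marker UMIs in PyMT-M, so the capillary sum leans on that gene. The share of an arterial-like subcluster, named only with called doublets removed, was slightly higher in PyMT-M (37.1% and 34.3%), within counting error. The paper lists TNF and NF-kB signaling among the programs activated in PyMT-M. The list here had a median log2 ratio of -0.076, within the central 95% of random lists. It was 0.27 without the mixed subcluster, a choice made after seeing the values, 0.22 with cells of mixed content removed and 0.18 without the limit around the median gene number. It was 0.20 within subclusters, 0.16 under the mean over cells and 0.30 with the 6% highest Scrublet scores removed, of which the last was chosen after seeing the values. With called doublets removed, under both other scalings and without a list minimum it was above 0 by at most 0.041, within counting error. With at most 5% mitochondrial UMIs, without integration, with endothelial cells defined per cell, without lymphatic-like cells and at a list minimum of 200 UMIs it stayed below 0.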

Other observations

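The tests of doublets on the 5 genes below, of their split by gene, of the top genes, of the mixed subcluster, of the interferon alpha/beta and antigen presentation lists in non-endothelial cells, of depth behind the vessel type shares, of the endothelial-like share and of Cdh5 in non-endothelial cells were chosen only after the result was seen. For the others the prediction was written beforehand. The numeric limits that decide each test were set after the values were seen. Col6a1, Aebp1, Emp3, Lgals3 and Ccl2 were higher in PyMT-M endothelial-like cells. Markers that endothelial cells lack were at 1.78 to 8.09% of their level in all kept PyMT-M cells, a share that rests on 3 markers, and the median of these shares served as the level free RNA brings. Outside the mixed subcluster the median over the 5 genes was 13.6 times that level, and the lowest of Aebp1, Emp3 and Ccl2 was also at 13.6 times, which argues against free RNA of tumor cells or fibroblasts as the whole source for these 3. Col6a1, at 1.45 times, lies within the range of the markers, as it does in PyMT-N, at 1.52 times, so free RNA may account for what is left of it there. Lgals3 was within that range in PyMT-M, at 2.98 times, but at 12.9 times in PyMT-N, above all markers there. That is more than free RNA brings of the markers, and for the higher PyMT-M level free RNA and endothelial transcripts cannot be told apart. Doublets with tumor cells alone would bring the log2 ratios to about 0 without the mixed subcluster, where the lowest of Aebp1, Emp3 and Ccl2 was 1.09, which argues against them as the whole source for these 3. Of the PyMT-M endothelial UMIs of Col6a1 and Lgals3 at least 91.03% lay in the mixed subcluster, which is consistent with tumor transcripts there as their main source. Col6a1 is among the genes that lead that subcluster, which limits the test, and the ratios outside it were 2.32 and 2.58. A difference between the tumors stays open and untested.

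The mixed subcluster held 41.8% of the UMIs of PyMT-M endothelial-like cells. A median of 95.5% of the UMIs of the 5 genes with the highest ratios lay there, which is consistent with tumor transcripts in that subcluster as the source of the highest ratios. Its cells had 0.833 times the sum of the median UMIs of an endothelial and a non-endothelial cell in PyMT-M and 0.922 times in PyMT-N. In PyMT-M the median is nearer to that of a non-endothelial cell than to the sum, which keeps doublets open. Endothelial marker UMIs per cell were 75.9% and 88.4% of those in other endothelial-like cells, and 93.9% and 94.3% of the cells were among the 6% highest Scrublet scores. Single cells that express both programs are not excluded.

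For the higher interferon lists in PyMT-M endothelial-like cells, several technical explanations were weighed. Immune RNA is argued against, since Tyrobp, Lyz2, Fcer1g and C1qa came to 5.36 CPM in PyMT-M and 15.96 CPM in PyMT-N, and the interferon gamma list was 3617 CPM higher in PyMT-M. The mix of vessel types is argued against too, with an interferon gamma median of 0.93 within subclusters. A difference of the whole library was tested in the non-endothelial cells. There the antigen presentation list had a median of -0.23, at percentile 17.7 of the random lists, with 8 genes higher and 10 lower in PyMT-M. The list as a whole was thus not raised there, unlike in the endothelial-like cells (median 0.78). Since its genes went both ways, a rise of the whole library is not excluded for part of them. The immune-like cells among the non-endothelial ones also differ in number between the libraries. The interferon alpha/beta list was at 0.73, close to its endothelial value, so a rise throughout the PyMT-M library may explain it. For the interferon gamma list, at 0.43, an endothelial rise and a rise of the whole library cannot be told apart, as the value lies between. Macrophage-rich tumors as the cause are a hypothesis that 1 library per condition leaves untested.

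Depth was tested as the source of the differences in vessel type shares by clustering cells thinned to 5300 UMIs each. The lymphatic-like share then differed by -12.5 points, the proliferating-like share by 12.2 points, and the tip-like share by -17.8 points, which argues against depth as the whole source for these. The tip-like subcluster then held 98.2% of its former cells deep enough to be thinned, and others besides. The venous-like share differed by 7.96 points, but that subcluster had grown to 382 cells, of which 64 were venous-like before, so an effect of depth and a change of clustering cannot be told apart. For the proliferation genes, removing cells of mixed content left the G2/M median at 1.12, which argues against doublets with tumor cells as the whole source. The list was also higher in PyMT-M in the non-endothelial cells, at 2.70, so a rise of the whole library is not excluded. The limit on the gene number does not close the gap in the endothelial-like share either, with 10.7% in PyMT-M without it. Whether the sort or the tumors differed was not tested.

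Cdh5, which encodes CD144, had UMIs in 222 of 506 cells of cluster 4, 43.9% (Clopper-Pearson 39.5 to 48.3%). This cluster lies outside the endothelial-like class and all but 1 of its cells are from PyMT-M. Among the 4892 other non-endothelial PyMT-M cells the share was 3.13%, at a like depth (medians of 24500 and 23695 UMIs). The paper shows Cdh5 over all cell types in Fig. 2c.

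Free RNA or doublets from endothelial cells would bring the other endothelial markers to the same share of their endothelial level. Cdh5 reached 3.04% of its level in PyMT-M endothelial-like cells outside the mixed subcluster, whereas the median over the other markers was 0.246%, which argues against that source. Ecscr (12.6%) was above Cdh5 itself. Egfl7 (2.38%), Tie1 (1.66%), Esam (0.545%) and Cldn5 (0.408%) were above that median too. Ecscr and Egfl7 had UMIs in 73.7% and 54.9% of the cells of cluster 4 and in 39.5% and 50.9% of the other non-endothelial PyMT-M cells. A candidate explanation that was not tested is the CD144 sort, which could have let through non-endothelial cells that make Cdh5. A biological difference of PyMT-M tumors also stays open and untested, since a cluster from 1 library may be that library.

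The paper describes PyMT-M tumors as bloodier. Hemoglobin UMIs were at 4.18 CPM (3.84 to 4.54) in kept PyMT-M cells and 5.43 CPM (5.01 to 5.88) in kept PyMT-N cells, after red blood cell lysis and Ter119 depletion, and at 4.15 and 29.7 CPM over all barcodes. In endothelial-like cells they were at 24.1 and 18.3 CPM. The hemoglobin list had a median log2 ratio of 1.45 there, at percentile 97.8 of the random lists, over 3 genes with few UMIs that went both ways. In the immune-like cells left after the CD45 depletion (56 in PyMT-M and 183 in PyMT-N), macrophage markers were at 838 and 2921 CPM. The depletion sets which of these cells remain, so the values say nothing about macrophages in the tumors.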
